# Selective defoliation affects plant growth, fruit transcriptional ripening program and flavonoid metabolism in grapevine

**DOI:** 10.1186/1471-2229-13-30

**Published:** 2013-02-22

**Authors:** Chiara Pastore, Sara Zenoni, Marianna Fasoli, Mario Pezzotti, Giovanni Battista Tornielli, Ilaria Filippetti

**Keywords:** *Vitis vinifera*, Defoliation, Berry ripening, Transcriptome, Flavonoid, Source-sink balance

## Abstract

**Background:**

The selective removal of grapevine leaves around berry clusters can improve the quality of ripening fruits by influencing parameters such as the berry sugar and anthocyanin content at harvest. The outcome depends strongly on the timing of defoliation, which influences the source–sink balance and the modified microclimate surrounding the berries. We removed the basal leaves from *Vitis vinifera* L. cv Sangiovese shoots at the pre-bloom and veraison stages, and investigated responses such as shoot growth, fruit morphology and composition compared to untreated controls. Moreover, we performed a genome-wide expression analysis to explore the impact of these defoliation treatments on berry transcriptome.

**Results:**

We found that pre-bloom defoliation improved berry quality traits such as sugar and anthocyanin content, whereas defoliation at veraison had a detrimental effect, e.g. less anthocyanin and higher incidence of sunburn damage. Genome-wide expression analysis during berry ripening revealed that defoliation at either stage resulted in major transcriptome reprogramming, which slightly delayed the onset of ripening. However, a closer investigation of individual gene expression profiles identified genes that were specifically modulated by defoliation at each stage, reflecting the uncoupling of metabolic processes such as flavonoid biosynthesis, cell wall and stress metabolism, from the general ripening program.

**Conclusions:**

The specific transcriptional modifications we observed following defoliation at different time points allow the identification of the developmental or metabolic processes affected in berries thus deepening the knowledge of the mechanisms by which these agronomical practices impact the final berry ripening traits.

## Background

Grapevine canopy management is used to control the microclimate around the berry clusters to optimize fruit composition and health, retaining at the same time an optimal leaf-area-to-fruit ratio in vines. The microclimate influences many berry quality traits, e.g. sunlight increases the level of sugars, anthocyanins and phenolics [1-3]. The precise response is dependent on the grapevine genotype [4-7] and also on the berry temperature [8-12].

Berry cluster microclimate is affected by several viticultural practices such as the training system, row orientation, leaf canopy density and the position of the cluster. Removing leaves around the clusters is a powerful and widely-used strategy to control berry illumination and temperature, although the impact depends on the timing of treatment. Thus, defoliation can be implemented at any time between pre-bloom and veraison, with different consequences. The photosynthetic activity of basal leaves at veraison is lower than that of intermediate and apical leaves, so defoliation at this stage has a strong impact on light and temperature exposure but a limited impact on the source–sink balance. In contrast, the removal of basal leaves before flowering affects the source–sink balance significantly, reducing yields and improving berry quality in many cultivars and vineyard environments [13-16]. These responses reflect the strict association between berry set and the number of source leaves on the shoot during flowering [17]. Removing basal leaves reduces the berry set percentage and growth rate during the green stage, thus reducing yields and allowing the re-growth of leaves on lateral shoots during the same vegetative season, resulting in a complex realignment of growth and physiological parameters [18]. Flavonoid biosynthesis is one process most impaired by defoliation in berries but the outcome seems dependent on the timing of defoliation and on the genotype [6,7,19].

To date the knowledge regarding the physiological responses of grape subjected to canopy management practices are mainly restricted to plant growth responses and fruit ripening parameters. We have recently approached the study of cluster thinning in grapevine through a genome wide transcriptomic profiling which, integrated with agronomic and biochemical data, provided insights into the molecular basis of berry ripening induced by this vineyard management technique [20].

In this work we compared the impact of defoliation before flowering and at veraison on Sangiovese berry quality traits, focusing on associated changes in the transcriptome. We integrated global gene expression profiles and agronomic and biochemical data, allowing us to determine the molecular mechanisms underlying changes in berry composition caused by defoliation. The comparison of gene expression profiles in defoliated and control vines revealed a transcriptional response common to berries from both treatment programs at the end of veraison, but also a more extensive transcriptome rearrangement in berries defoliated before flowering that may explain the specific biochemical and structural changes in these berries.

## Results and Discussion

### The impact of defoliation on berry skin temperature

We monitored the berry skin temperature and surrounding air temperature from bunch closure to harvest in the C (untreated control), PB (pre-bloom defoliation) and V (veraison defoliation) treatment groups, noting that the highest maximum skin temperature was achieved during veraison, JD 211–227 (Figure 1). The maximum skin temperature in the PB berries was higher over the monitoring period in comparison to C, while the temperature in the V berries increased rapidly compared to C only after the treatment, reaching and sometimes exceeding the maximum values observed in the PB berries (Figure 1). Many metabolic processes slow down or stop at higher temperatures [21], and the temperature threshold in grapevine above which anthocyanin synthesis begins to decline is thought to be 30°C [4,11,22]. From veraison to harvest, berries in the C sample were exposed to temperatures >30°C for less time (<270 h) than the PB and V samples (~300 h).

**Figure 1:**
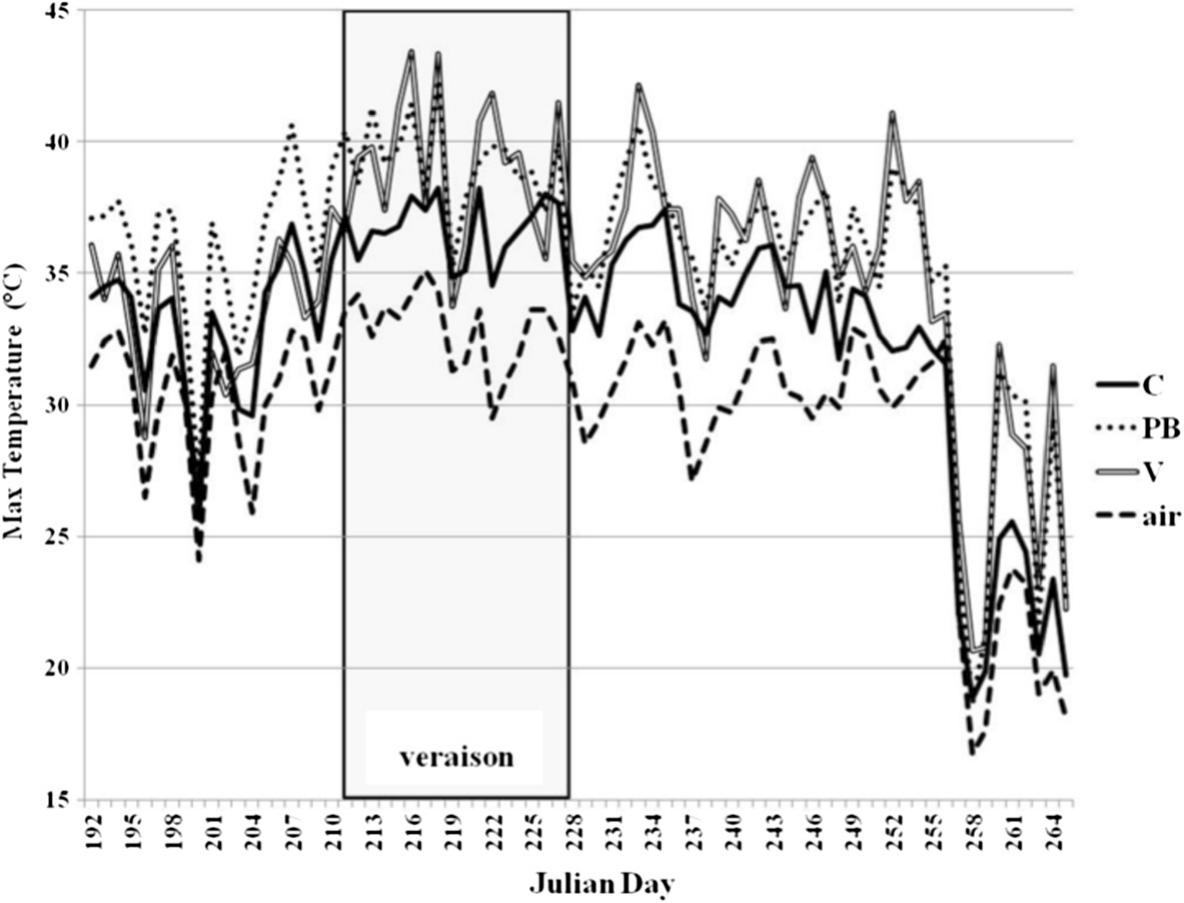
**Trend in maximum diurnal temperature from bunch closure to harvest in C, PB and V Sangiovese berries.** Maximum air temperature is also shown. Gray background represents the phase of veraison.

### The impact of defoliation on agronomic and ripening parameters

All the sampled vines showed a uniform leaf area before blooming (Table 1). Despite the removal of ~70% of basal leaves from the PB vines, there was no significant difference in leaf area between the PB and C vines at harvest. More lateral shoots appeared on the PB vines, explaining the recovery in leaf area after defoliation despite the loss of main leaves. However, there was a significant reduction in total leaf area at harvest in the V vines because there was no leaf regrowth after veraison (Table 1). The yield per vine at harvest in the PB vines was 30% lower than C vines and 20% lower than V vines although the total number of clusters was not affected (Table 2). This indicates that a major impact of PB defoliation was a reduction in cluster weight reflecting the lower berry number (29% less than C and 18% less than V). Compared to the control treatment, pre-bloom defoliation did not significantly affect berry size during ripening but the clusters were less compact (Table 2 and Additional file 1).

**Table 1:** Influence of pre-bloom (PB) and veraison defoliation (V) on leaf area components of Sangiovese grapevines compared to a non-defoliated control (C)

	***C***	***PB***	***V***
Total leaf area/vine (m^2^) before pre-bloom defoliation	1.7	1.69	1.75
Leaf area/vine (m^2^) removed at pre-bloom defoliation	0	1.16	0
Leaf area/vine (m^2^) left after pre-bloom defoliation	1.70 a	0.53 b	1.75 a
Leaf area/vine (m^2^) removed at véraison defoliation	0	0	1.4
Final main leaf area/vine (m^2^)	2.52 a	1.84 b	1.72 b
Final laterals leaf area/vine (m^2^)	1.21 b	1.42 a	1.11 b
Total final leaf area/vine (m^2^)	3.73 a	3.26 ab	2.83 b

Means within rows followed by different letters differ significantly at p < 0.05 according to the Student–Newman–Keuls test.

**Table 2:** Influence of pre-bloom (PB) and veraison defoliation (V) on agronomic parameters, ripening parameters, and the flavonol and anthocyanin content of Sangiovese berries compared to non-defoliated controls (C) at harvest

		***C***	***PB***	***V***
***Agronomic parameters***	Yield/vine (kg)	6.3 a	4.4 b	5.5 a
	Cluster number/vine	16	16	16
	Cluster weight (g)	394 a	280 b	343 a
	Berry weight (g)	2.37	2.26	2.33
	Berry number/cluster	166 a	124 b	147 a
	Cluster compactness (OIV rating)	7.5	6.8	7.8
	Bunch rot/cluster (%)	5	2.1	2.3
	Sunburn damage/cluster (%)	0.36 b	1.24 b	6.45 a
	Leaf area/yield (m^2^/kg)	0.6 b	0.8 a	0.5 b
	Berry skin thickness (μm)	232.3 b	255.6 a	223.8 b
***Ripening parameters***	°Brix	20.8 b	22.2 a	20.7 b
	TA (g/L)	7.6 a	6.8 b	6.7 b
	pH	3.38 b	3.45 a	3.45 a
***Flavonols***	Total flavonols (mg/g of skin)	0.32 b	0.71 a	0.67 a
	Quercetin (%)	79.5 b	83.3 a	84.5 a
	Myricetin (%)	17.7 a	11.4 b	10.5 b
	Kaempferol (%)	2.8 b	5.3 a	5.0 a
***Anthocyanins***	Total anthocyanins (mg/g of skin)	4.87 ab	5.35 a	4.33 b
	Delphinidin-3-G (%)	15	15.3	15.2
	Cyanidin-3-G (%)	28.7 b	32.8 ab	42.3 a
	Petunidin-3-G (%)	14.5	14	12.2
	Peonidin-3-G (%)	13.5	14.3	13.1
	Malvidin-3-G (%)	28.3 a	23.6 ab	17.2 b
	3^′^4^′^-OH anthocyanins (%)	42.2 b	47.1 ab	55.3 a
	3^′^4^′^5^′^-OH anthocyanins (%)	57.8 a	52.9 a	44.7 b

Means within rows followed by different letters differ significantly at p < 0.05 according to the Student–Newman–Keuls test.

The incidence of bunch rot was lower under both defoliation treatments (Table 2). The berry skin thickness was 13% higher in PB compared to C and V berries, as determined by texture analysis (Table 2). The impact of PB defoliation on berry size and cluster compactness can vary considerably across seasons, but the overall effect on yield is constant because of the strong relationship between carbohydrate supply before flowering and fruit-set [14,15,23]. Berry clusters in the V treatment group showed more sunburn damage than the other groups, probably reflecting the sudden increase in temperature and exposure to sunlight after defoliation (Table 2). In contrast, berries in the PB group were more resistant to sunburn probably due to their thicker skins [18].

The leaf-area-to-fruit ratio per vine in the PB treatment group was significantly higher than in the other groups, resulting in the accumulation of more soluble solids in the berries and thus a differential of ~2 °Brix (Table 2; Additional file 1). Despite this, there were no significant differences among the three treatment groups in the sugar accumulation profile, except a delay in the PB berries at the end of veraison (225–228 JD) which was overcome during the last phase of ripening (Additional file 1). Sugar accumulation during ripening may be influenced by the dynamic changes in canopy leaf age and photosynthesis induced by pre-bloom defoliation, as previously observed in Sangiovese vines where photosynthesis in the defoliated shoots was reduced significantly from defoliation until full veraison and exceeded the control level only after veraison [16].

The titratable acidity was lower in PB and V compared to C berries (Table 2 and Additional file 1). Although we did not measure the individual malic and tartaric acid fractions, the total acidity is probably linked to the higher berry temperature, which is responsible for accelerating the breakdown of malic acid [24] as previously reported [15,16,25].

### The impact of defoliation on flavonol and anthocyanin accumulation

Total flavonol levels were significantly higher in PB compared to C and V berry skins at the beginning of veraison, but there was no difference at harvest between PB and V (Figure 2A, Table 2). Both defoliation treatments, in fact, induced flavonol biosynthesis to a similar extent, resulting in up to 0.71 mg of total flavonols per gram of skin in PB berries compared to 0.32 mg/g in C berries. Sunlight is known to enhance flavonol accumulation in berries [26] and there is a strong positive correlation between illumination and flavonol levels reflecting their role as UV protectants [11,27]. Temperature is thought to have little or no impact on berry flavonol biosynthesis [11,27,28]. In Cabernet Sauvignon berries, the impact of defoliation on flavonol biosynthesis through increased light exposure appears to reflect the expression of two isoforms of flavonol synthase (FLS) [6].

**Figure 2:**
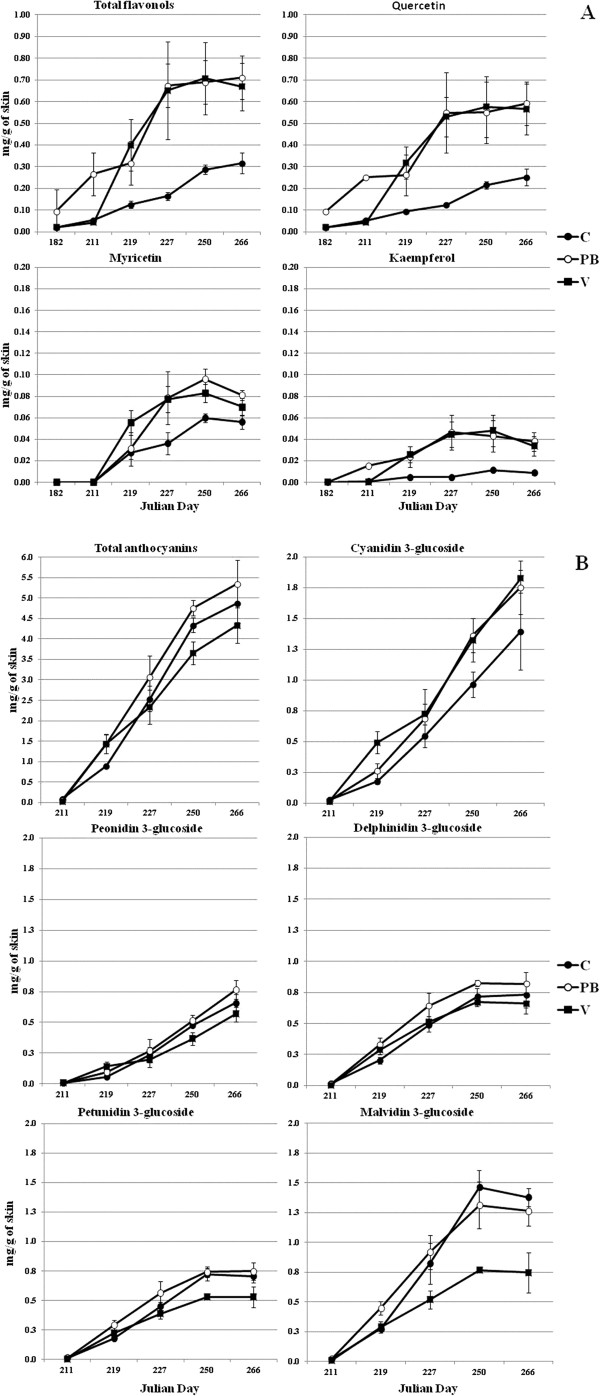
**Effects of pre-bloom (PB) and veraison (V) defoliation on the accumulation of flavonols (A) and anthocyanins (B) in the skin of Sangiovese berries compared to a non-defoliated control (C).** Vertical bars indicate the standard deviation of the mean (n = 3 biological replicates).

The accumulation of individual flavonols was similar in PB and V berries. Quercetin is the main flavonol present in red grapes [29] and its concentration at harvest in PB and V berries was nearly twice that in C berries (Figure 2A). The accumulation profile of kaempferol, which usually accounts for ~5% of total flavonols [29], was similar to that of quercetin (Figure 2A). Defoliation only slightly affected the concentration of myricetin at harvest (Figure 2A). As a consequence PB and V berries accumulated relatively more quercetin and kaempferol than myricetin compared to C berries (Table 2). The shift in flavonol composition may be unique to Sangiovese berries because studies in other cultivars have shown that the abundance of all flavonol compounds increases following defoliation [11].

The total anthocyanin concentration in the berry skin at harvest was significantly higher in PB berries (5.35 mg/g) compared to V berries (4.33 mg/g) whereas C berries showed an intermediate value (4.87 mg/g) that did not differ significantly from either defoliation treatment (Table 2). However, the anthocyanin accumulation profile during ripening was clearly enhanced in PB berries and reduced in V berries compared to C (Figure 2B). These results may reflect the association between the source–sink balance in PB vines and the higher sugar concentration at harvest, which should positively affect anthocyanin accumulation [30]. Early leaf removal also induces skin thickening in PB berries, providing more epidermal layers for the storage of anthocyanin compounds. In V berries, the impact of leaf removal combined with the highest air temperature during the season may have inhibited anthocyanin synthesis and promoted anthocyanin degradation.

We also compared the abundance of the five monoglucoside anthocyanins in the different treatment groups (Figure 2B). Minor differences were detected in the levels of individual anthocyanins in PB and C berry skins at harvest, i.e. slightly higher levels of 3^′^4^′^-OH anthocyanins in PB berries (Table 2). The final 3^′^4^′^-OH/3^′^4^′^5^′^-OH anthocyanin ratio was higher in V berries reflecting the greater accumulation of cyanidin and the lower accumulation of malvidin during ripening (Table 2; Figure 2B). The relationship between anthocyanin composition and veraison defoliation appears to be cultivar dependent, since this treatment promotes a general increase in anthocyanin accumulation in Cabernet Sauvignon berries [6], but a variety-dependent increase in selected anthocyanins in Sangiovese (Table 2), Barbera [19] and Merlot berries [7].

### The impact of defoliation on the veraison berry transcriptome

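Transcript levels in the berry pericarp were measured on 24 arrays of 1 colour (Cy3), with 3 arrays for each of 8 groups: C and PB berries at BV, EV and H, and V berries at EV and H. Each array held the RNA of a pool of 30 berries taken from 3 vines of a block. PB vines had lost the leaves of 6 basal nodes at JD 147 and V vines at JD 211. V berries were not sampled at BV, so C berries at JD 211 serve as their starting point. The authors deposited a fluorescence intensity per probe, already normalized. Between arrays, the quartiles of the log2 values differed by at most 0.00066. The highest intensity of each array lay between 57501 and 61689, so the quartiles matched and the upper ends did not. The intensities ran from 20.35 to 61689 with a median of 222.75, and the software behind the scanning and normalization is not named in the paper's text. The table holds 117999 grapevine probes, about 3.99 for each of the 29549 genes on the array, and 19091 probes of random sequence that serve as negative controls and were normalized together with the others. No table used here pairs the probe identifiers with genes, so the values below are per probe and no gene is named. The log2 intensities of the grapevine probes were fitted with limma, with 1 mean per group over all 24 arrays, which left 16 residual degrees of freedom. A probe was counted as changed at a Benjamini-Hochberg adjusted p below 0.02 together with a difference of at least 1 on the log2 scale, the thresholds of 2% and 2-fold that the paper used on genes. The small number of arrays per group limits the precision of each group mean. The labels of the 6 C arrays at EV and H describe a cluster-thinning experiment, whereas those of the other 18 arrays describe the defoliation experiment, so at these stages the label set and the control cannot be told apart.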

To investigate the molecular changes that take place in response to defoliation, we compared the transcriptomes of (i) PB and C berries at time points JD 211, 227 and 266, corresponding to the beginning of veraison (BV), the end of veraison (EV) and harvest (H); and (ii) V and C berries at JD 227 and 266. 

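Pearson correlations of the log2 intensities between the 3 replicates of a group lay between 0.951 and 0.969 for C at BV, between 0.965 and 0.971 for PB at BV, between 0.964 and 0.977 for PB at EV and between 0.970 and 0.974 for V at EV. They were lower for V at H (0.919 to 0.963), C at H (0.892 to 0.918) and PB at H (0.822 to 0.906), and lowest for C at EV (0.760 to 0.912). The SD between replicates, as a root mean square over probes, was 0.42 on the log2 scale for V at EV and 1.01 for C at EV. The mean log2 intensity of the random-sequence probes, called the random-probe level from here on, was 5.90 ± 0.13 (SD, n = 3 arrays) for C and 5.87 ± 0.07 for PB at BV. At EV it was 5.94 ± 0.0028 for V, 5.94 ± 0.05 for PB and 6.73 ± 0.42 for C, where replicates 1, 2 and 3 had 7.15, 6.31 and 6.73. At harvest it was 6.15 ± 0.22 for C, 6.33 ± 0.27 for PB and 5.97 ± 0.06 for V.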

Principal component analysis (PCA) of the global transcriptomic data revealed enough uniformity among the three biological replicates of each treatment to define associations between treatments (Figure 3A).

**Figure 3:**
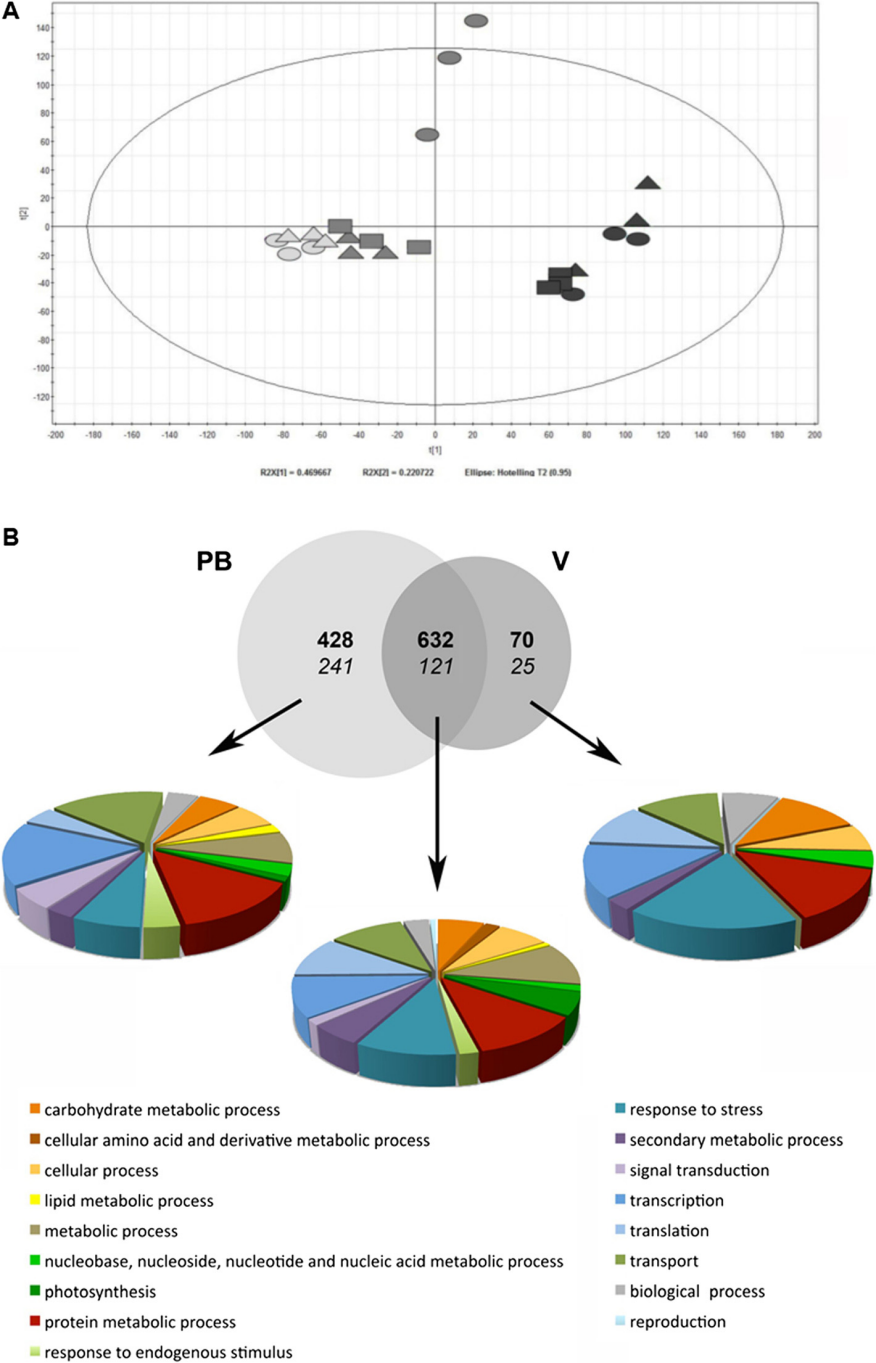
**Global transcriptome analysis of PB, V and C Sangiovese berries. **(**A**) Principal component analysis of all samples. Ovals represent C, triangles PB and rectangles V samples. The light gray corresponds to the BV, the gray to the EV and the black to the H stage. (**B**) Venn diagram summary of differentially-expressed genes in PB, V and C berries during ripening. Transcripts are divided into three different datasets according to their specific (PB or V) or common differential expression compared to C. Numbers in bold are referred to the up-regulated genes, while number in italic are referred to the down-regulated ones. Genes belonging to each dataset have been classified in Functional Categories.

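In a principal component analysis of the centred log2 intensities, PC1 held 36.8% and PC2 21.3% of the variation, 58.1% together. With each probe scaled to unit variance, the components together held 47.0%. The 3 C arrays at EV scored -459, -102 and -326 on PC1, whereas the 6 PB and V arrays at the same stage scored between 99.3 and 154. Scores of PB at H also spread along PC1, with -230, -335 and -18.3. Across the 24 arrays, PC1 was correlated with the random-probe level (Pearson's r = -0.93, permutation p = 1e-05, the smallest that 100000 resamples can give, and Spearman's rho = -0.75, permutation p = 5e-05, or 2e-05 and 1e-04 after Benjamini-Hochberg adjustment over the 2 components). Without the 2 arrays of most extreme random-probe level, C at EV replicates 1 and 3, r was -0.92. Within groups, after the group mean was taken off both measures, r was -0.94 (permutation p = 0.0016), and over the 18 arrays labelled with the defoliation experiment alone it was -0.93. Both kinds of row were normalized together, and the level was higher where the mean of the grapevine probes was lower. It is therefore not a measure independent of the grapevine probes.

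**Figure D1:**
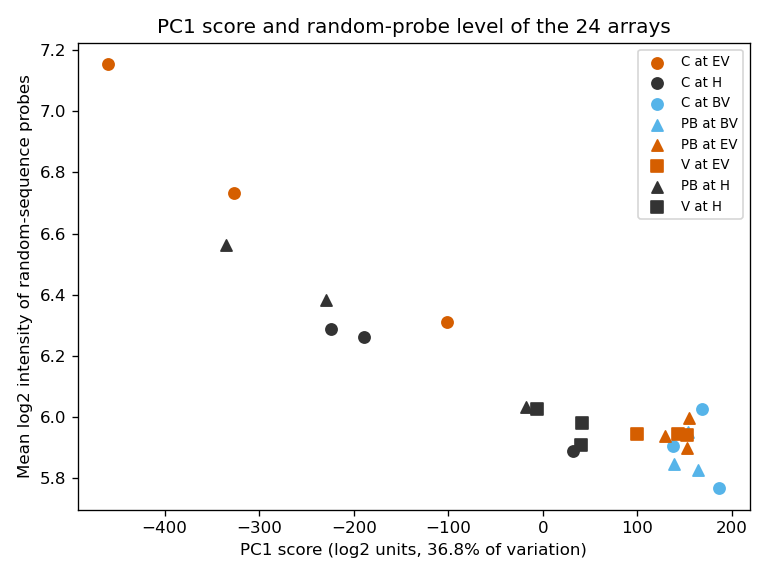
Score on PC1 (horizontal axis, log2 units) and mean log2 intensity of the random-sequence probes (vertical axis) for each of the 24 arrays; symbols give the treatment and colours the stage. C at EV replicate 1 lies at -459 and 7.15, and the PB and V arrays at EV lie at or below 6.00 on the vertical axis.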

The two principal components, explaining ~70% of the overall variation, allowed us to clearly separate C from PB and V berries at the EV stage. However, there was a less distinct separation between PB and C berries at the BV stage, and between C berries and the other two treatments at harvest, suggesting that the major transcriptomic changes were induced by both defoliation treatments only at the EV stage. 

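The distance between group means was measured as the root mean square of the log2 differences over all probes and set beside the value that the spread between replicates alone would give. PB and C differed by 0.33 at BV, where the replicate spread alone gives 0.40. At EV, PB differed from C by 1.45 (0.64 from the spread) and V from C by 1.42 (0.63), while PB and V differed from each other by 0.36 (0.35). At harvest, PB and C differed by 0.65, below the 0.70 given by the spread, and V and C by 0.82 against 0.58.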

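From BV to EV, 29160 of the 117999 probes changed in C berries, 13454 upwards and 15706 downwards, or 16996 upwards and 13693 downwards after each array was centred on its median with MAD scaling. In PB berries 20 probes changed, 1 upwards and 19 downwards, and 7089 had an unadjusted p below 0.05. Between C at BV and V at EV, 141 probes changed, 60 upwards and 81 downwards. With only the arrays of the groups compared in the fit, the counts were 5533 in C, 0 in PB and 44 in V. The counts in PB and V depended on the test, and SAM with all label permutations called 175 and 2090 probes. Each count fell when an array was left out, to between 3 and 17 for PB and between 8 and 64 for V.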

We also noted only minor transcriptomic differences between the BV to EV stages in the PB and V berries compared to C, suggesting that both defoliation treatments delayed the onset of ripening at the transcriptomic level.

To identify the most relevant differentially-expressed genes, we compared the C, PB and V berry transcriptomes at each time point using a Significance Analysis of Microarrays (SAM) unpaired comparison with a false discovery rate of 2%. 

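At BV, 0 of the 117999 probes differed between PB and C berries by limma, with a lowest adjusted p of 1.00. An unadjusted p below 0.05 was found for 859 probes, 0.728% of all, fewer than no difference at all would give. The pooled variance takes in groups with an SD between replicates of up to 1.01, against 0.52 for C and 0.45 for PB at BV. The test was therefore strict at this stage, and differences may have been missed. A fit of only these groups also called 0 probes. SAM, run on the same 6 arrays, called 2 probes, both higher in PB. Leaving out any of the 6 arrays in turn left the limma count at 0.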

No genes were differentially expressed with a fold change ≥2 between C and PB berries at the BV stage, suggesting that early defoliation has no impact on the berry transcriptome at this stage. However, at the EV stage we identified 1422 genes differentially expressed between C and PB berries, and 848 differentially expressed between C and V berries (Additional file 2). 

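Per probe, 25784 of the 117999 probes differed between PB and C berries at EV, 14423 of them higher and 11361 lower in PB. V berries differed from C in 23091 probes, 13172 higher and 9919 lower. For the mean of both treatments against C, the count was 33553, with 18886 higher and 14667 lower. The fit pooled the variance of all 8 groups, and C at EV had the largest SD between replicates, 1.01, so these counts may be too high. With only the arrays of the groups compared in the fit, they were 6915 for PB, 6855 for V and 26440 for their mean. That fit has fewer residual degrees of freedom. The 3 C arrays all lay on one side of the 6 PB and V arrays in 31.1% of all probes, against 2.38% by chance, and in 75.7% of the called probes, which were selected for this difference. Among the called probes so separated, the largest fitted increases were those of VitusP00013144, at 6.98 ± 2.12 (log2 intensity, SD, n = 3) in C, 13.61 ± 0.16 in PB and 13.43 ± 0.12 in V, and of VitusP00221981, with a log2 difference of 6.53 (standard error 0.95, adjusted p = 6.71e-05). The largest fitted decreases were those of VitusP00115991 (log2 difference -5.86, standard error 0.68, adjusted p = 1.01e-05) and VitusP00121473 (log2 difference -5.69, standard error 0.57, adjusted p = 3.47e-06). On their lower side these probes were near background, above the random-probe level of the array on 1 of the 3 C arrays for each probe that increased and on 2 of the 6 PB and V arrays for each that decreased. With that level as a floor on each array of the lower side, the differences of the mean log2 values came to 5.77, 5.25, 5.69 and 5.48 in size, in the order named, and the ratio of mean linear intensities of VitusP00013144 gave a log2 difference of 5.52. The files do not pair these identifiers with genes. The random-sequence probes, fitted in the same way, differed between both treatments and C in 4290 of 19091 cases (22.5%), 4197 of them lower in PB and V. The alternative that moved the counts most was the random-probe level of each array as a covariate, added after seeing the data, with which 6 probes were called in PB, 3 in V and 6 for both together, and under which the adjusted p of the 4 probes named here lay between 0.0611 and 0.433. Among the alternatives set before the data were examined that kept all arrays, their adjusted p was at most 0.000262. Leaving out C at EV replicate 1 lowered the count to 10234 in PB and 8689 in V, and leaving out C at EV replicate 2 raised it to 41191 and 39182. Centring each array on its median with MAD scaling turned the balance of directions in PB, with 12353 probes higher and 15052 lower, in V, with 11198 and 13065, and for their mean, with 16192 and 19363.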

At harvest we identified four genes differentially expressed between C and PB berries and none differentially expressed between C and V berries. These data indicate that the C and PB berry transcriptomes are indistinguishable at the BV stage but begin to diversify at the EV stage followed by minimal additional changes at harvest, as anticipated by PCA.

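At harvest, limma called 0 of 117999 probes between PB and C, with 10814 probes at an unadjusted p below 0.05, and 0 between V and C, with 19706 at that level. SAM called 0 and 3 probes in these comparisons. Single arrays decided these counts. Without PB at H replicate 3, 473 probes differed between PB and C, and without C at H replicate 1, 2901 differed between V and C.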

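Whether the treatment effect changed between the stages was tested directly, as the difference from C at EV minus the difference from C at H. This contrast called 11097 probes for PB (5720 positive and 5377 negative, or 4640 and 7147 with median centring and MAD scaling) and 1269 for V (277 and 992). Of the probes called at EV, it kept 38.0% for PB and 5.41% for V. With only the 12 arrays of each contrast in the fit, 2 probes were called for PB and 0 for V. Single arrays also moved these counts, which were 4190 and 440 without C at EV replicate 1 and 31911 and 15230 without C at EV replicate 2. The probes called in PB at EV had a median log2 difference of 2.28 at that stage and of -0.22, taken in the direction of EV, at harvest. For the probes called in V these values were 2.33 and 0.52.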

At the EV stage, we found 753 genes that were differentially expressed in both of the defoliation treatments, 669 that differed only between C and PB berries, and 95 that differed only between C and V berries. 

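Of the probes called at EV, 19577 changed in the same direction in both treatments (11437 higher and 8140 lower, or 9761 and 10809 with median centring and MAD scaling), 6207 were called in PB only and 3514 in V only, and 0 changed in opposite directions. Without C at EV replicate 1 the common list held 6961 probes, and without C at EV replicate 2 it held 35388. With only the arrays of the groups compared in the fit it held 5458. Both lists were compared with the same 3 C arrays. Unchanged groups drawn from the replicate deviations of whole arrays and sharing their controls gave an overlap of 36.8% of the PB list (median of 100 draws, highest 60.1%), against 75.9% observed. The correlation of the PB and V effects over all probes was 0.97, and the simulated one had a median of 0.54 and a maximum of 0.83. The draws took arrays of all groups, so their shared controls were on average no noisier than the other groups. The C arrays at EV were noisier than the PB and V arrays, so the simulated values may be too low. Compared directly, 0 probes differed between PB and V at EV by limma, although 9721 had been called in 1 of the treatments only. In this comparison 1347 probes had an unadjusted p below 0.05. The fit pooled the variance of all 8 groups. The SD between replicates was 0.45 for PB and 0.42 for V at EV, against 1.01 for C at EV. Differences between PB and V may therefore have been missed. Of the probes called in PB only, 99.9% had the same sign in V.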

All the transcripts were annotated against V1 of the 12X draft annotation of the grapevine genome allowing ~80% of the modulated genes to be identified (Additional file 2). The genes were distributed into 17 Gene Ontology (GO) functional categories and the percentage of genes representing each category was determined for each of the three data sets (Figure 3B).

The 753 genes differentially expressed in both of the defoliation treatments represented many different functional categories, predominantly “Protein metabolism”, “Response to stress”, “Transport”, “Transcription” and “Translation” but also “Photosynthesis” and “Secondary metabolism”, suggesting that defoliation generally affects many genes involved in berry ripening. The 669 PB-specific differentially-expressed genes predominantly represented “Transport”, “Transcription” and “Protein metabolism” and to a lesser extent “Response to stress”, “Translation” and “Photosynthesis”, but the “Signal transduction” and “Response to endogenous stimulus” categories also appeared to be significant. The 95 V-specific differentially-expressed genes predominantly represented the “Response to Stress” category, indicating that late defoliation induces berry stress. The “Transport”, “Transcription”, “Translation” and in particular “Carbohydrate metabolism” category were also significantly represented but there were no genes representing “Photosynthesis”, “Signal transduction” and “Response to endogenous stimulus”.

### Common impact of defoliation on the berry transcriptome

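Among the 19577 probes changed in both treatments, 11121 had a fold change of 5 or more in PB and 11025 in V, and 9990 reached it in both. Those past 5-fold in PB had a median fold change of 8.22 in V, and those past it in V a median of 8.32 in PB. Across these shared probes the effects in PB and V had a correlation of 0.99, a value across probes, which are not independent replicates, and one raised by the shared C arrays.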

Among the 753 EV genes differentially expressed in both of the defoliation treatments, those with a fold change ≥5 were highly ranked in both treatment groups suggesting the major transcriptomic changes occur regardless of the timing of defoliation (Table 3). 

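Of the 11437 probes higher in both treatments at EV, 9679 (84.6%) were called lower in C berries at EV than at BV, and of the 8140 probes lower in both, 6828 (83.9%) were called higher. With only the arrays of the groups compared in the fit, the shares were 72.9% and 56.9%. By sign alone the shares were 99.9% and 99.6%. Both contrasts contain the C arrays at EV. Unchanged groups that shared controls in this way gave 93.9% and 93.8% by sign (medians of 100 draws, with highest values of 99.6% and 99.7%). Their shared controls were drawn from arrays of all groups and were on average less noisy than C at EV, so these values may be too low. The probes higher in both treatments had a median change from BV to EV of -2.57 in C and 0.19 in PB (log2). By harvest their median change from BV was -0.95 in C, -1.11 in PB and, from C at BV to V at H, -0.05. In V at H, 4.73% of them were called lower than in C at BV, against 5.33% of all probes. In C at H, 16.2% were called lower than at BV, against 6.51% of all probes. In PB at H, 20.3% were called lower than at BV, against 8.34% of all probes.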

Interestingly, almost all the genes with higher expression levels in the defoliation treatment groups were downregulated in the C berries between BV and EV rather than upregulated specifically by defoliation, and those with lower expression levels in the defoliation treatment groups similarly tended to be upregulated in the C berries, suggesting that defoliation affects ripening by generally delaying the entire process (Additional file 2). These genes are described hereafter as not downregulated (NDR) and not upregulated (NUR) respectively, to distinguish them from genes, which are genuinely modulated by defoliation. Similarly, PCA revealed only minor differences between the EV and BV stage transcriptomes for the PB and V berries, whereas there was a more significant difference between those stages for the C berries (Figure 3A). 

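The root mean square change from BV to EV was 1.47 (log2) in C, of which the replicate spread alone gives 0.66, against 0.54 (0.36) in PB and 0.60 (0.39) from C at BV to V at EV. Each array was also placed on an axis from PB at BV (0%) to PB at H (100%), averaged over the 19698 probes that changed between these stages in PB. At EV, C lay at 57.0% ± 8.99 (SD, n = 3), PB at 19.6% ± 6.02 and V at 24.9% ± 9.47. The difference from C was -37.4 percentage points for PB and -32.2 for V (exact permutation test, two-sided p = 0.1 for each, the smallest p that 3 arrays against 3 allow), and -34.8 for both together (exact permutation p = 0.0119, the smallest that 3 arrays against 6 allow). The axis was the choice that moved these values most. On an axis from C at BV to V at H, over 11597 probes, C lay at 42.2% ± 5.90, PB at 31.4% ± 7.27 and V at 37.7% ± 12.2, differences of -10.8 (exact permutation p = 0.2) and -4.55 (exact permutation p = 0.5). From the small changes between BV and EV in the treated berries beside those in C, the paper proposes that both treatments delayed the onset of ripening. It also draws on the NDR and NUR genes and on clusters of profiles, where delayed genes outnumbered anticipated ones. For PB berries it reports later sugar accumulation at the end of veraison.

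**Figure D2:**
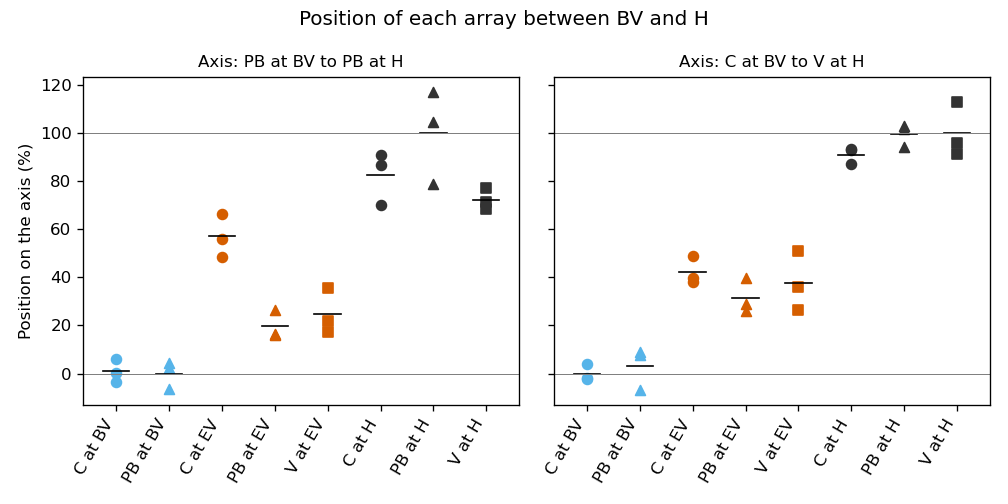
Position of each array (vertical axis, %) between BV and H on the axis from PB at BV to PB at H (left) and from C at BV to V at H (right); points are arrays and bars are group means. C at EV has a mean of 57.0% on the left and 42.2% on the right.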

The similar impact (i.e. delayed transcriptional changes associated with ripening) at EV following the two different defoliation treatments probably reflects the reduction in leaf area and its knock-on effect on the dynamic leaf-area-to-fruit ratio during the season.

**Table 3:** Differentially-expressed genes (FC ≥ 5) at EV in the comparisons PB vs C and V vs C

	**EV**				***Trend in C***
***Gene ID***	**FC PB/C**	**FC V/C**	***Gene description***	***Functional category***	**EV/BV**
VIT_19s0014g02520	12.22	11.50	ribosomal protein S8, Chloroplast 30S	photosynthesis	↓
VIT_02s0012g01950	11.82	11.21	photosystem II protein D1	photosynthesis	↓
VIT_08s0056g00590	11.37	8.92	chloroplast envelope membrane protein [Vitis vinifera]	photosynthesis	↓
VIT_07s0191g00130	10.78	9.22	histone H3.2	transcription	↓
VIT_09s0002g08330	10.14	7.48	Photosystem I P700 apoprotein A2	photosynthesis	↓
VIT_18s0001g08390	9.76	10.24	no hit		↓
VIT_08s0040g00640	9.40	5.64	no hit		↓
VIT_06s0009g02070	9.39	8.05	photosystem I assembly protein Ycf4	photosynthesis	↓
VIT_09s0054g01450	9.21	8.50	no hit		↓
VIT_11s0016g02030	9.09	7.30	cytochrome f [Vitis vinifera]	photosynthesis	↓
VIT_13s0067g03310	9.02	7.25	ATP synthase CF1 alpha subunit	photosynthesis	↓
VIT_00s0246g00190	8.82	7.43	NADH-plastoquinone oxidoreductase subunit 4 [Vitis vinifera]	photosynthesis	↓
VIT_06s0009g02080	8.15	6.26	chloroplast envelope membrane protein	photosynthesis	↓
VIT_00s0246g00180	7.99	6.70	NADH-plastoquinone oxidoreductase subunit 4 [Vitis vinifera]	photosynthesis	↓
VIT_05s0077g00190	7.97	7.86	no hit		↓
VIT_16s0039g00380	7.56	6.55	ribosomal protein S14 30S	translation	↓
VIT_04s0044g02000	7.35	6.66	no hit		↓
VIT_18s0122g00440	7.30	7.95	no hit		↓
VIT_18s0001g14260	7.26	5.91	no hit		↓
VIT_19s0014g02410	7.18	8.17	L-ascorbate peroxidase 1, cytosolic (APX1)	response to stress	↓
VIT_12s0034g01910	7.14	6.67	Glutelin type-A 3	metabolic process	
VIT_10s0092g00760	7.12	6.19	Unknown protein		↓
VIT_19s0027g01950	7.11	5.48	CPL4 (C-TERMINAL DOMAIN PHOSPHATASE-LIKE 4)	cellular process	↓
VIT_12s0059g02430	7.06	5.73	chloroplast envelope membrane protein [Vitis vinifera]	photosynthesis	↓
VIT_09s0054g00320	7.03	5.66	mannosyl-oligosaccharide 1,2-alpha-mannosidase	carbohydrate metabolism	↓
VIT_00s0267g00060	7.03	7.28	no hit		↓
VIT_19s0093g00150	7.00	6.84	Glutathione S-transferase 25 GSTU25	response to stress	↓
VIT_04s0043g00200	6.98	5.83	PROTEIN PHOSPHATASE 2A SUBUNIT A3 PP2AA3	protein metabolism	↓
VIT_01s0010g02310	6.89	5.49	ribosomal protein L23 50S	translation	↓
VIT_00s0505g00050	6.82	4.34	no hit		↓
VIT_04s0079g00350	6.73	6.74	tubulin, Beta	cellular process	↓
VIT_11s0016g05680	6.70	7.39	RAB GTPase activator	transport	↓
VIT_12s0034g01890	6.69	6.63	Cupin region	response to stress	
VIT_07s0005g03360	6.60	7.58	malate dehydrogenase, cytosolic	carbohydrate metabolism	↓
VIT_12s0034g01950	6.58	5.63	legumin	carbohydrate metabolism	
VIT_00s1707g00010	6.41	5.76	ribosomal protein S8, Chloroplast 30S	translation	↓
VIT_04s0008g01550	6.38	6.88	small molecular heat shock protein 17.5	response to stress	
VIT_13s0019g01440	6.35	6.46	no hit		↓
VIT_14s0030g00830	6.32	6.79	Superoxide dismutase	response to stress	↓
VIT_15s0045g00050	6.29	5.78	protein phosphatase 2A 65 kDa regulatory subunit	protein metabolism	↓
VIT_09s0018g00820	6.23	5.93	photosystem I assembly protein Ycf3	photosynthesis	↓
VIT_13s0047g00010	6.23	6.08	ZIFL2 (ZINC INDUCED FACILITATOR-LIKE 1)	transport	↓
VIT_11s0052g01680	6.16	5.71	photosystem II protein D1	photosynthesis	↓
VIT_19s0015g02700	6.11	5.45	Glutathione S-transferase 25 GSTU25	response to stress	↓
VIT_04s0044g01820	6.08	5.18	no hit		↓
VIT_13s0019g02760	6.02	6.28	heat shock protein 16.9 kDa class I	response to stress	
VIT_13s0019g02770	5.97	6.52	heat shock protein 16.9 kDa class I	response to stress	
VIT_17s0053g00010	5.94	2.92	no hit		↓
VIT_09s0002g00630	5.83	5.07	no hit		
VIT_07s0141g00130	5.64	5.14	protein phosphatase 2C	protein metabolism	↓
VIT_19s0014g02510	5.63	5.80	no hit		↓
VIT_06s0004g05680	5.58	6.06	Glutathione S-transferase 25 GSTU7	response to stress	↓
VIT_00s0301g00040	5.46	5.92	glycine-rich protein	metabolic process	↓
VIT_19s0015g01300	5.43	4.14	amino acid permease 7	cellular amino acid metabolism	↓
VIT_09s0070g00740	5.39	4.21	pfkB-type carbohydrate kinase	biological process	↓
VIT_19s0135g00190	5.37	5.12	CYP72A59	secondary metabolism	↓
VIT_00s2608g00010	5.32	4.71	photosystem II PsbB	photosynthesis	↓
VIT_15s0024g01960	5.31	3.66	DNA-directed RNA polymerase subunit beta'	transcription	↓
VIT_00s0246g00200	5.29	3.87	Photosystem I iron-sulfur center (Photosystem I subunit VII)	photosynthesis	↓
VIT_02s0033g00410	5.26	4.75	myb VvMYBA1	secondary metabolism	
VIT_19s0093g00310	5.14	5.93	Glutathione S-transferase 8 GSTU19	response to stress	↓
VIT_08s0040g01100	5.10	5.10	S-adenosylmethionine synthetase 1 (SAM1)	hormone metabolism	↓
VIT_14s0108g01640	5.03	3.01	NADH dehydrogenase ND2	carbohydrate metabolism	↓
VIT_16s0050g01250	5.03	6.72	copper chaperone (CCH)	transport	↓
VIT_14s0060g01170	4.97	5.09	cytochrome c oxidase subunit Vc	photosynthesis	↓
VIT_13s0064g01420	4.91	5.32	succinate dehydrogenase [ubiquinone] flavoprotein subunit	carbohydrate metabolism	↓
VIT_19s0015g02890	4.90	5.78	Glutathione S-transferase 25 GSTU25	response to stress	↓
VIT_18s0075g00560	4.88	5.11	fatty acid multifunctional protein (MFP2)	metabolic process	↓
VIT_15s0048g00140	4.77	5.11	H(+)-ATPASE AHA10	biological process	↓
VIT_09s0002g03290	4.72	5.36	peroxiredoxin (alkyl hydroperoxide reductase subunit C)	response to stress	↓
VIT_19s0015g02940	4.63	5.13	CYP72A59	secondary metabolism	↓
VIT_00s0246g00060	−5.00	−5.00	cytochrome c-type biogenesis protein CcmF	transport	↑
VIT_00s0246g00080	−8.08	−8.08	NADH dehydrogenase subunit 7	carbohydrate metabolism	↑
VIT_10s0116g01110	−11.70	−11.70	no hit		↑

The NDR genes with the greatest fold change in expression compared to C in both treatments (Table 3) predominantly represented the functional categories “Photosynthesis” and “Response to stress” (Additional file 3) indicating that defoliation delays the switch-down of photosynthetic activity and the oxidative burst that marks the onset of ripening [31]. The NDR stress-response genes included two L-ascorbate peroxidases (VIT_19s0014g02410 and VIT_17s0053g00180), a peroxiredoxin (VIT_09s0002g03290), two superoxide dismutases (VIT_14s0030g00830 and VIT_14s0030g00950) and a copper chaperone (VIT_16s0050g01250) that delivers copper to the superoxide dismutase [32], 10 glutathione S-transferases (GSTs) and several heat shock proteins.

Many other NDR genes common to both defoliation treatments (Additional file 3) were related to “Carbohydrate metabolism”, including the cytosolic isoform of malate dehydrogenase (MDH, VIT_07s0005g03360), which maintains a balance between malic acid and oxalacetic acid [33], and a phosphoenolpyruvate carboxylase (PEPC, VIT_19s0015g00410), which converts PEP to oxalacetic acid. PEPC expression is higher during early fruit development but downregulated at veraison, mirroring the profiles of malate accumulation [34,35]. These data suggest that malate synthesis is prolonged in PB and V berries compared to C, although there was no significant difference in titratable acidity until harvest (Table 2 and Additional file 1). Since we did not analyze malic acid and tartaric acid separately we can only speculate that the anticipated higher malic acid content at the onset of ripening is counterbalanced by the higher temperature of berries in defoliated vines.

The carbohydrate-related NDR genes also included two mannosyl-oligosaccharide 1,2-α-mannosidases (VIT_09s0054g00320 and VIT_09s0054g00230) potentially involved in the turnover of N-glycoproteins [36]. The downregulation of such genes during ripening has previously been reported [34] again supporting our hypothesis that defoliation delays ripening. Other NDR genes were found to be involved in sucrose and starch metabolism, including three sucrose synthases, a sucrose phosphatase, two glucose-6-phosphate translocators, a tonoplast monosaccharide transporter, a β-amylase 1 and two galactinol synthases. Still others were related to fermentative metabolism, including three alcohol dehydrogenases and two aldehyde dehydrogenases. Carbohydrate mobilization and the induction of fermentative metabolism are common features of berry ripening, which again appeared to be delayed in the PB and V berries.

Many ethylene-related and ABA-related genes were also found in the NDR group, and auxin-related genes were found in both the NDR and NUR groups, suggesting that defoliation disrupts the hormonal signals that mediate ripening. At least nine “Cell wall metabolism” genes were also found in the NDR category, including four β-tubulins and three GTPase activators. A small number of phenylpropanoid-related genes including three cinnamyl alcohol dehydrogenases and a 4-coumarate-CoA ligase were also identified, as discussed in more detail later.

Finally, a minority of genes was modulated by genuine upregulation or downregulation in the PB and V berries (Table 3 and Additional file 3). These genes probably explain the biochemical and physiological modifications in PB and V berries that do not reflect delayed ripening, and are therefore particularly interesting because they reveal the specific transcriptomic impact of defoliation. This group included several upregulated heat shock proteins (presumably reflecting the higher temperature of defoliated clusters), storage proteins such as glutelin type-A 3 (VIT_12s0034g01910) and legumin (VIT_12s0034g01950), as well as the anthocyanin regulator *VvMYBA1* (VIT_02s0033g00410) [37], a flavonoid 3'-hydroxylase (VIT_s0000g07210) and a flavonol synthase (VIT_18s0001g03470). These genes may contribute to the uncoupling of flavonoid metabolism from other ripening parameters as discussed below.

### Time-dependent impact of defoliation on the berry transcriptome

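A fold change of 5 or more was reached by 1295 (20.9%) of the probes called at EV in PB only and by 606 (17.2%) of those called in V only. Among the probes called in both treatments, the shares were 56.8% in PB and 56.3% in V.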

Among the 669 EV genes differentially expressed solely between PB and C berries and the 95 EV genes differentially expressed solely between V and C berries, few showed a high fold-change in expression (Additional file 2). As for the common set of genes, many of the time-dependent genes also fell into the NDR category whereas a small number were genuinely upregulated or downregulated by defoliation.

The PB-specific dataset included several NDR genes related to sugar metabolism (Additional file 4), although these excluded the major sugar transport genes involved in ripening, such as sucrose transporters and hexose transporters [38]. It also included several NDR and NUR genes related to photosynthesis and oxidative stress, suggesting that the ripening delay effect is more pronounced in PB than V berries. Other stress-related genes were genuinely upregulated specifically in PB berries, including a cold shock protein, a dehydration-response protein, two heat shock proteins, and a stress responsive αβ-barrel domain, all potentially associated with the early exposure of PB berries to sunlight.

Cell wall metabolism also appeared to be affected more strongly in PB than V berries, including the genuine downregulation of an α-expansin, a pectin methylestarase inibitor, a xyloglucan endotransglycosylase (XET) and a wax synthase, plus the genuine upregulation of a mannosidase and a cellulose synthase. These differences may account for specific cell wall features in ripe PB berries, such as skin thickness at harvest (Table 2). Several genes related to the phenylpropanoid/flavonoid pathway were specifically modulated in PB berries, as discussed later.

The V-specific dataset included genuinely upregulated stress-related genes such as an aldo/keto reductase, a class IV chitinase, a thaumatin, an early light-inducible protein and a heat shock protein, all potentially reflecting the sudden exposure to sunlight after veraison (Additional file 4). Similarly we detected the genuine upregulation of a cell wall hydrolase, an endo-1,3;1,4-β-D-glucanase precursor, a pectin methylesterase inhibitor and an XET, which may help to protect berries from sunburn.

### Gene expression profiles during ripening depend on the timing of defoliation

We integrated the expression data using a SAM multiclass comparison to identify additional transcripts differentially expressed in PB and V berries. This revealed 2470 genes modulated in C berries, 2392 genes modulated in PB berries, and 1789 genes modulated in V berries during ripening, with a fold change ≥ 2 in at least one comparison (Additional file 5). 

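Tested with limma's F test over EV and H against BV, with a difference of at least 2-fold at either stage, 41132 probes (34.9%) changed in C berries, 17659 (15.0%) in PB berries and 9166 (7.77%) in V berries with C at BV as their start. The 3 lists shared 6651 probes, C and PB shared 13987, and C and V shared 7815. From BV to H alone, 16504 probes changed in C, 19698 in PB and 11597 in V. With only the arrays of the groups compared in the fit, the F test gave 11355 probes in C, 13542 in PB and 14503 in V. With the random-probe level as a covariate, which was added after seeing the data, it gave 17366, 9023 and 12381.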

Clustering analysis using Pearson’s correlation distance divided the C, PB and V modulated transcripts into eight groups representing the minimum number of profiles required to describe gene expression along the three sampling time points. Clusters 1–4 represented genes that are downregulated during at least one time point compared to the BV stage, whereas clusters 5–8 represent genes that are upregulated during at least one time point compared to the BV stage (Additional file 6). By focusing on genes with a fold change ≥3 we identified 529 genes clustering differently in at least one condition but not present among the genes already identified by the direct comparison approach described above (Additional file 7). These genes were divided into four groups: 229 genes with like clustering in both defoliation treatments compared to C (common effect), 56 genes with distinct clustering in both defoliation treatments compared to C (different effect), 156 genes with cluster shifting only in PB berries (PB-specific effect) and 88 genes with cluster shifting only in V berries (V-specific effect) (Additional file 7). We interpreted the cluster shifts to mean either an anticipated or delayed effect compared to C berries or to mean a novel form of modulation or non-modulation (Additional file 7). This showed the number of genes with delayed modulation in PB and V berries compared to C was always greater than the number with anticipated modulation, supporting our hypothesis that the transcriptomic changes associated with ripening are generally delayed by defoliation. The genes selected by clustering included those related to “Photosynthesis”, “Carbohydrate metabolism”, “Hormone metabolism”, “Stress response” and “Phenypropanoid/Flavonoid metabolism” (Additional file 8). We focused on genes potentially related to the compositional diversity of treated berries and identified three more candidates involved in organic acid metabolism that could help to explain the lower titratable acidity in PB and V berries. Both treatments delayed the downregulation of two tonoplast dicarboxylate transporters (VIT_00s0187g00130 and VIT_00s2188g00010) potentially involved in the uptake of malate and/or tartrate to the vacuole but the downregulation of L-idonate-dehydrogenase (VIT_16s0100g0029), which is considered to be the rate-limiting step in tartaric acid synthesis [39], was only delayed in PB berries. L-idonate-dehydrogenase is strongly expressed in pre-veraison berries, mirroring tartaric acid accumulation during berry ripening. Tartaric acid levels in ripe berries reflect the extent of synthesis during early development because there is negligible degradation at later stages. Overall, considering also the above discussed downregulation of MDH and PEPC genes, the observed expression of acidity-related genes suggests a general delay in the switch-down of organic acid biosynthesis, which should increase the titratable acidity of PB and V berries*.* The higher titratable acidity previously reported in berries from defoliated vines probably reflects the increased synthesis of tartaric acid [16,40]. Hence, the inconsistence with our results showing the lower titratable acidity of the PB berries compared to C probably reflects temperature-dependent malic acid degradation.

Clustering analysis also showed that the downregulation of vacuolar invertase 1 (*GIN1,* VIT_16s022g00670) was delayed in both treatments and thus cannot explain alone the difference in soluble solids content between PB and V berries. However, this might be explained by the non upregulation of sucrose transporter 4 (*SUT4*, VIT_18s0001g08220) in V berries and its late upregulation in PB berries compared to C (Additional file 8).

### Impact of defoliation on the expression of phenylpropanoid and flavonoid pathway genes

The impact of defoliation on phenylpropanoid/flavonoid metabolism was explored by considering the results of the two statistical approaches described above, i.e. the direct comparison of time course stages and the clustering analysis of expression profiles. We selected all genes related to phenylpropanoid/flavonoid metabolism either differentially expressed with a FC ≥ 2 between C and PB or V at each time point (Additional file 2), or showing different cluster of expression profile between C and the two treatments (Additional file 7). A total of 24 phenylpropanoid/flavonoid-related genes resulted differentially modulated in PB and V berries compared to C by one or the other statistical approach (Figure 4). Although in some cases the differences in expression of these genes in C, PB and V berries appeared very small, and of questionable biological significance when considered alone, a general overview on the expression level of these phenylpropanoid/flavonoid pathway genes allowed us to highlight some apparent features characterizing each treatment as discussed below. The accumulation of total flavonols in PB and V berries compared to C (Table 1, Figure 2A) is supported by the increase in FLS expression in PB berries at the BV stage and in V berries following defoliation (Figure 4A). The lower anthocyanin content of V berry skins compared to C (Table 1, Figure 2B) is supported by the reduction in UDP glucose:flavonoid-3-O-glucosyltransferase (UFGT) and GST4 expression, which are directly involved in anthocyanin synthesis and transport. However this does not hold true for PB berries, where the marginally higher anthocyanin content compared to C does not reflect the expression pattern of UFGT and GST4, which are expressed at lower levels compared to C berries at the EV stage (Figure 4A). Genes acting upstream of UFGT in the biosynthesis pathway may provide an explanation, e.g. the marginally higher expression of dihydroflavonol reductase (DFR) may increase the flow of substrates towards anthocyanins in PB berries (Figure 4A).

**Figure 4:**
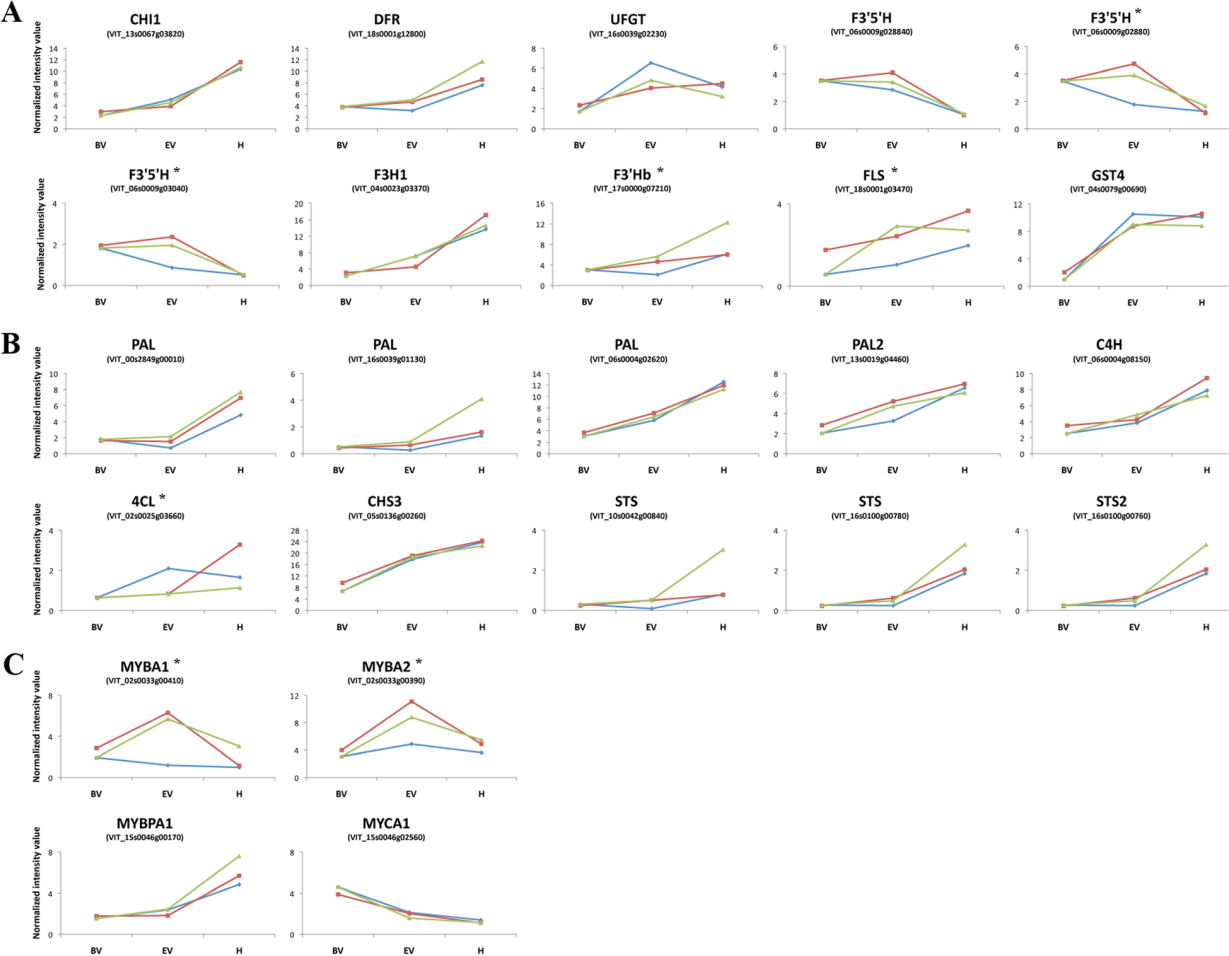
**Expression profiles of genes related to the phenylpropanoid pathway, differentially expressed in PB (red line) and V (green line) berries compared to C (blue line), resulting from either direct comparison at each time point or clustering analysis.** Genes resulted from the direct comparison are marked with “*”. (**A**) Structural flavonoid pathway genes. (**B**) Structural phenylpropanoid pathway genes. (**C**) Regulatory genes.

F3^′^Hb (flavonoid 3^′^ hydroxylase) and F3^′^5^′^H (flavonoid 3^′^5^′^ hydroxylase) could also help to channel substrates into the anthocyanin branch. Mono-substituted anthocyanins (e.g. pelargonidin derivatives) are not usually synthesized from dihydrokaempferol in grapevine, but dihydrokaempferol is converted by F3^′^Hb into dihydroquercetin and by F3^′^5^′^H into dihydromyricetin, which are used as substrates by DFR for anthocyanin synthesis [41]. F3^′^Hb and three F3^′^5^′^Hs are expressed at high levels at EV in PB berries compared to C (Figure 4A).

The differential expression of genes from the early steps of the phenylpropanoid pathway could also influence anthocyanin levels in berry skins after defoliation (Figure 4B). The induction of stilbene synthase (STS) genes during late ripening has been reported in other cultivars [42-44], and we noted the stronger upregulation of three STS genes in V compared to PB and C berries at harvest (Figure 4B). STS and chalcone synthase (CHS) compete for the same substrates to synthesize stilbenes and flavonoids, respectively. Therefore, the higher expression of STS genes in V berries could divert flux from the anthocyanin pathway to the stilbene pathway.

The relatively low proportion of tri-substituted anthocyanins (mainly malvidin) found in V berries is supported by the higher expression of a F3^′^Hb [45]. This gene is only marginally induced in PB berries compared to C at the BV and EV stages. The concomitant up regulation of F3^′^5^′^H may counterbalance the activity associated with F3^′^Hb (Figure 4A), resulting in the similar anthocyanin profile is in PB and C berries (Table 1).

We also identified three Myb transcription factors that were differentially expressed in one or both of the defoliation treatments, namely MYBA1 (VIT_02s0033g00410), MYBA2 (VIT_02s0033g00390) and MYBPA1 (VIT_15s0046g00170) (Figure 4C). MYBA1 and MYBA2 are known to control the expression of UFGT and GST4 in grapevine [37,46] and act as master regulators of anthocyanin biosynthesis [47]. However, the expression profiles of MYBA1 and MYBA2, validated by real time RT-PCR (Additional file 9), did not match those of UFGT and GST4 in our experiments, and were instead similar to the expression profiles of the three F3^′^5^′^H genes we identified (Figure 4A and 4C). This suggests that other regulators may influence the expression of UFGT and GST and that F3^′^5^′^H genes may be additional targets for MYBAs. Another regulator of anthocyanin biosynthesis which was differentially expressed in response to defoliation was the basic helix-loop-helix transcription factor MYCA1 (VIT_15s0045g022560) [48]. This was slightly downregulated in V compared to C berries suggesting that the higher temperature of the V berries may have reduced MYCA1 expression (Figure 4C). Apple (*Malus domestica*) MdbHLH3, which interacts with MYB transcription factors to regulate anthocyanin biosynthesis, is induced transcriptionally and modified post-translationally by cold treatment thus promoting anthocyanin accumulation in apple skins [49].

MYBPA1, which controls the expression of proanthocyanidin pathway genes [50], was found to be upregulated in all samples at harvest compared to the previous time-points, most intensely in V berries. Four flavonoid pathway structural genes showed expression profiles matching that of MYBPA1: chalcone isomerase (CHI), F3H, F3^′^Hb and DFR, with the last two confirmed by real time RT-PCR (Additional file 9). Because proanthocyanidin biosynthesis is thought to be restricted to the herbaceous phase of berry development, MYBPA1 may promote anthocyanin biosynthesis during ripening by controlling the expression of the structural genes acting upstream of UFGT, as previously proposed by Falginella et al. (2012) [47]. This would require a specific regulatory mechanism preventing the activation of leucoanthocyanidin reductase (LAR) and anthocyanidin reductase (ANR) by MYBPA1 during ripening, since these genes are also controlled by MYBPA1 and are directly involved in proanthocyanidin synthesis during early berry development. The higher level of MYBPA1 expression in V berries compared to C at harvest may reflect the positive impact of higher temperature or sunlight exposure during ripening, which contrasts with similar experiments on Cabernet Sauvignon berries [6], suggesting cultivar-dependent factors may influence the expression of MYBPA1 following defoliation. By dissecting the influence of light and temperature, Azuma et al. (2012) [51] showed that strong illumination but not high temperatures can positively affect MYBPA1 expression in detached berries. Thus the upregulation of MYBPA1 in V berries at harvest may reflect the impact of illumination rather than temperature.

## Conclusions

We compared the agronomic, biochemical and transcriptomic parameters of ripening Sangiovese berries sampled from vines defoliated before flowering or at veraison (and from untreated control vines) to determine the common and specific effects of each defoliation treatment. Both treatments influenced fruit ripening parameters and hence enological berry traits. Defoliation before flowering caused a slight increase in sugar and anthocyanin levels, whereas defoliation at veraison reduced the anthocyanin content and increased the negative impact of sunburn. Transcriptomic analysis revealed significant transcriptional changes at the end of veraison in the berries from defoliated vines. Different analytical approaches (PCA, direct comparison at each time point, and the analysis of gene expression profiles) indicated a general delay of the transcriptional ripening program following both defoliation treatments, but also common and time-dependent defoliation effects uncoupled from the general ripening program, which was particularly apparent for many structural and regulatory genes controlling anthocyanin biosynthesis. The specific transcriptional modifications we observed following defoliation at different time points allow the identification of the developmental or metabolic processes affected in berries thus deepening the knowledge of the mechanisms by which these agronomical practices impact the final berry ripening traits.

## Methods

### Plant material

We tested adult *Vitis vinifera* L. cv Sangiovese vines (clone 12 T grafted to SO4, 2008 vintage) in a non-irrigated vineyard in Bologna, Italy (44°30^′^N, 11°24^′^E), with north–south oriented rows. The vines, spaced 1.0 m within the row and 2.8 m between rows, were trained to a vertical-shoot-positioned spur-pruned cordon (12 buds per vine) with a cordon height 1.0 m above ground and a canopy wall of 1.3–1.4 m over the cordon. Hedging was performed on all vines on Julian Day (JD) 192, when most had started to outgrow the top wire, and pest management was carried out according to Regione Emilia Romagna local practice. Nine vines per treatment, with the same cluster number at flowering (16 per vine), were selected in a single uniform row, and each vine was randomly assigned to three blocks, each of them representing three treatments: (i) control (C) with no defoliation; (ii) pre-bloom manual defoliation (PB) of the main and lateral leaves in the first six basal shoot nodes at stage 17 (JD 147, inflorescence fully developed and single flowers separated); and (iii) veraison manual defoliation (V) as above at veraison (JD 211, berries softening and °Brix ~8). Stages were defined according to Eichorn and Lorenz (1977) [52].

### Leaf area measurements

The main and lateral leaf areas removed in the PB and V treatment groups were measured separately with a LI-3000A leaf area meter (Li-Cor Biosciences, Lincoln, Nebraska, USA). The main and lateral shoot lengths and the corresponding leaf areas were measured in 15 shoot samples from each treatment group before defoliation and at harvest. The resulting regressions (data not shown) were then used to calculate the total main and lateral leaf areas of each vine based on the length of all shoots and their individual laterals.

### Berry skin temperature measurements

Berry skin temperature was monitored in two clusters from each treatment group (representing the east and west sides of each row, respectively) using 24 T-type thermocouples (RS components, MI, Italy) positioned in the subcuticular tissues of the berry skin. Two thermocouples were placed externally and two internally in each cluster. Each probe was connected to a CR10X data logger (Campbell Scientific Ltd., Leicestershire, United Kingdom), registering temperature data every 15 min from stage 33 (JD 192, bunch closure) to harvest (JD 266).

### Biochemical analysis

For each treatment, we collected 40 berries from three vines in each block at the following stages [52]: (i) JD 182, pre-bunch closure, berries touching; (ii) beginning of veraison (JD 211, berries softening, °Brix ~8); (iii) full veraison (JD 219); (iv) end of veraison (JD 227, soft and fully-colored berries); (v) ripening (JD 250); and (vi) ripe (JD 266, harvest). The samples were divided into two parts. Twenty berries were weighed and immediately tested for ripening by crushing and filtering the must through a strainer for the evaluation of °Brix, titratable acidity and pH [20]. The remaining 20 berries were used to extract anthocyanins and flavonols for HPLC analysis [20,29].

### Morphology and agronomic parameters at harvest

We collected 100 berries from each vine per treatment group and measured skin thickness using a Universal Testing Machine (UTM) TAxT2j Texture Analyzer (Stable Micro Systems Surrey, UK) as described by Letaief et al. (2008) [53]. We measured the yield, cluster number and cluster weight, and for each cluster we determined the surface area infected by bunch rot, the surface area damaged by sunburn, and the index of cluster compactness (according to the 1983 OIV classification). We also counted the number of berries in two clusters picked from each vine.

### Microarray analysis

Thirty additional berries collected randomly from three vines in each block per treatment at beginning of veraison (BV), end of veraison (EV) and full ripening (H) were immediately frozen in liquid nitrogen and stored at −80°C. Each pool of thirty berries from a block represented a biological replicate. Total berry pericarp RNA was extracted, quantified and tested for integrity as previously described [20]. The RNA was hybridized to a NimbleGen microarray 090818 Vitis exp HX12 (Roche, NimbleGen Inc., Madison, WI) containing probes for 29,549 grapevine genes based on the 12X grapevine V1 gene prediction (http://genomes.cribi.unipd.it/grape/index.html). All microarray expression data are available in the GEO under the series entry GSE40487 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE40487).

Pearson correlation analysis and principal component analysis (PCA) were carried out using SIMCA P+ (Umetrics, Umea, Sweden) to evaluate the robustness of the three biological replicates in each treatment per stage. A gene was designated as expressed if the normalized expression value was higher than the value obtained by averaging the fluorescence of the negative control present on the chip, for at least two of the three biological replicates. A Significance Analysis of Microarrays (SAM) approach was implemented using TMeV software (http://www.tm4.org/mev) with a false discovery rate of 2%. We also carried out k-means clustering using Pearson’s correlation distance using TMeV to compare gene expression in the three developmental stages.

### Real-time RT-PCR

We prepared cDNA from the total RNA extracted for microarray analysis, followed by DNase treatment and amplification by PCR as described by Pastore et al. (2011) [20]. Gene-specific primers were designed for four phenylpropanoid pathway-related genes using the sequence information in the 3^′^-UTR or in specific coding regions (Additional file 10), and the elongation factor 1 (*EF1*) gene was used as reference [54]. Amplification efficiency was calculated from raw data using LingRegPCR software [55]. The relative expression ratio was calculated relative to the first sampling time point (BV) according to the Pfaffl equation [56]. Standard error (SE) values were calculated according to Pfaffl et al. (2002) [57]. Final data were calculated as previously reported [58].

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

CP carried out the biochemical and transcriptomic studies and drafted the manuscript. SZ performed the statistical analyses and drafted the manuscript. MF participated in the transcriptomic analyses and performed Real Time RT-PCR. MP participated in the study design and coordination. GBT performed the statistical analyses and wrote the manuscript. IF conceived the study and helped to draft the manuscript. All authors read and approved the manuscript.

## Supplementary Material

Additional file 1 Effects of pre-bloom (PB) and veraison (V) defoliation compared to an untreated control (C) on Sangiovese berry weight (A), soluble solids (B) and titratable acidity (C). Vertical bars indicate the standard deviation of the mean (n = 3 biological replicates). Click here for file

Additional file 2 **Differentially-expressed genes displaying a two-fold or greater difference in transcript abundance between C and PB berries at EV and H, and between C and V berries at EV.** For each gene, we show the PB/C and V/C fold-change (FC), the description, the GO functional category and the increase (↑) or decrease (↓) in expression between BV and EV in C berries. Click here for file

Additional file 3 **Common differentially-expressed genes between C and PB and C and V berries at EV, displaying a two-fold or greater change in transcript abundance and belonging to selected functional categories.** For each gene, we show the fold-change (FC) at EV, the description and the increase (↑) or decrease (↓) in expression between BV and EV in C berries. Click here for file

Additional file 4 **Specific differentially-expressed genes between C and PB and C and V berries at EV, displaying a two-fold or greater change in transcript abundance and belonging to selected functional categories.** For each gene, we show the fold-change (FC) at EV, the description and the increase (↑) or decrease (↓) in expression between BV and EV in C berries. Click here for file

Additional file 5 **Differentially-expressed genes during berry development displaying a two-fold or greater change in transcript abundance between EV and BV or EV and H, in C, PB and V berries.** For each gene, we show the description, the EV/BV and H/BV fold-change (FC) and the cluster number. Data obtained for C, PB and V berries are listed in three separate worksheets. Click here for file

Additional file 6 Representative expression profiles of the eight clusters. Click here for file

Additional file 7 **Differentially-expressed genes during berry development displaying a three-fold or greater change in transcript abundance between EV and BV or EV and H, in C, PB and V berries.** For each gene, we show the description, the EV/BV and H/BV fold-change (FC), the cluster number or the non-modulation (NM) in each treatment, and the effect on gene expression in comparison to C berries. Genes commonly affected in the PB and V berries, genes differentially affected in the PB and V berries, genes specifically affected in PB berries and genes specifically affected in V berries are listed in four separate worksheets. Click here for file

Additional file 8 **Genes belonging to selected functional categories, differentially-expressed during berry development, displaying a three-fold or greater change in transcript abundance between EV and BV or EV and H, in C, PB and V berries.** For each gene, we show the description and the effect on gene expression in comparison to C berries. Downregulation, downregulation advanced, upregulation delayed and no upregulation effects compared to C berries are indicated in green; upregulation, upregulation advanced, downregulation delayed and no down regulation effects compared to C berries are indicated in red; gray color indicates no difference compared to C. Click here for file

Additional file 9 **Real time RT-PCR validation of MYBA1/A2 (VIT_02s0033g00410 and VIT_02s0033g00390), F3**^**′**^**Hb (VIT_17s0000g07210), DFR (VIT_18s0001g12800), and MYBPA1 (VIT_15s0046g00170) expression profiles in pre-bloom defoliated (PB), veraison defoliated (V) and control (C) berries during ripening.** The amplification of MYBA1 and MYBA2 transcripts was performed using a primer pair that recognizes both sequences [47]. Expression profiles measured by real time RT-PCR were determined by calculating the relative expression *ratio* value for each stage relative to the BV stage. Real time RT-PCR data are reported as means ± SE of three biological replicates, obtained using elongation factor 1 (VIT_06s0004g03220) for normalization. Click here for file

Additional file 10 List of the primers used for real time RT-PCR. Click here for file

# Supplementary material for: Selective defoliation affects plant growth, fruit transcriptional ripening program and flavonoid metabolism in grapevine
**Source:** BMC Plant Biol. 2013 Feb 22;13:30. doi: 10.1186/1471-2229-13-30

**Additional file 1.** Effects of pre-bloom (PB) and veraison (V) defoliation compared to an untreated control (C) on Sangiovese berry weight (A), soluble solids (B) and titratable acidity (C). Vertical bars indicate the standard deviation of the mean (n = 3 biological replicates).

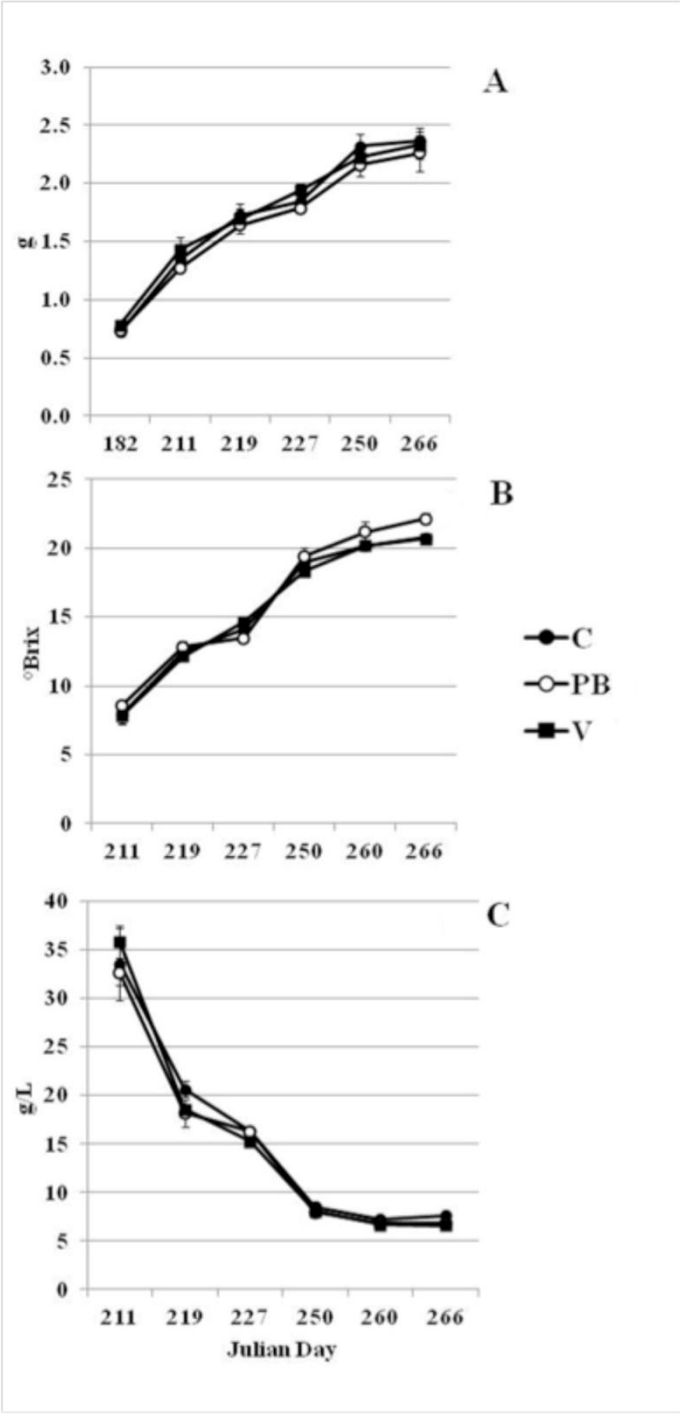

**Supplement:** Additional file 1 — Effects of pre-bloom (PB) and veraison (V) defoliation compared to an untreated control (C) on Sangiovese berry weight (A), soluble solids (B) and titratable acidity (C). Vertical bars indicate the standard deviation of the mean (n = 3 biological replicates).

# Supplementary material for: Selective defoliation affects plant growth, fruit transcriptional ripening program and flavonoid metabolism in grapevine
**Source:** BMC Plant Biol. 2013 Feb 22;13:30. doi: 10.1186/1471-2229-13-30

**Additional file 9.** Real time RT-PCR validation of MYBA1/MYBA2 (VIT\_02s0033g00410/VIT\_02s0033g00390), F3'Hb (VIT\_17s0000g07210), DFR (VIT\_18s0001g12800), and MYBPA1 (VIT\_15s0046g00170) expression profiles in pre-bloom defoliated (PB), veraison defoliated (V) and control (C) berries during ripening. The amplification of MYBA1 and MYBA2 transcripts was performed by using a primer pair that recognizes both sequences [47]. Expression profiles measured by real time RT-PCR were determined by calculating the relative expression *ratio* value for each stage relative to the BV stage. Real time RT-PCR data are reported as means  $\pm$  SE of three biological replicates, obtained using elongation factor 1 (VIT\_06s0004g03220) for normalization.

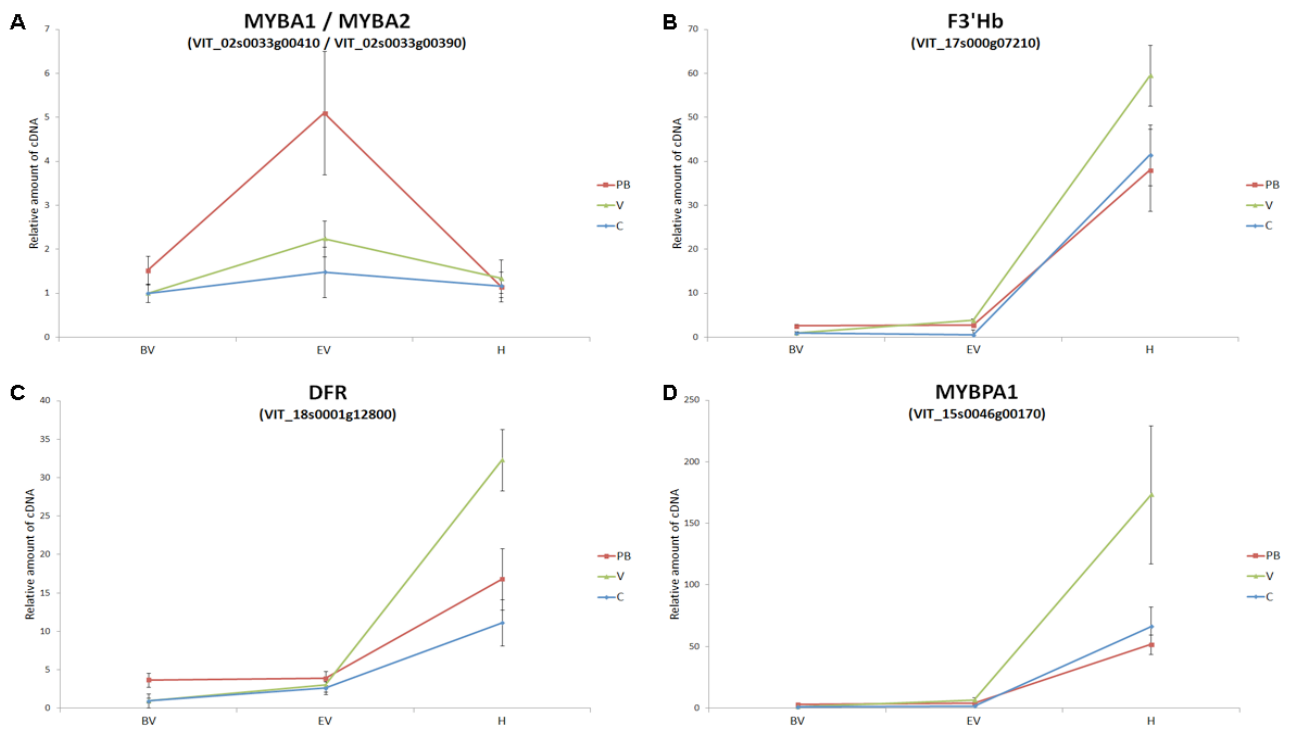

**Supplement:** Additional file 9 — Real time RT-PCR validation of MYBA1/A2 (VIT_02s0033g00410 and VIT_02s0033g00390), F3′Hb (VIT_17s0000g07210), DFR (VIT_18s0001g12800), and MYBPA1 (VIT_15s0046g00170) expression profiles in pre-bloom defoliated (PB), veraison defoliated (V) and control (C) berries during ripening. The amplification of MYBA1 and MYBA2 transcripts was performed using a primer pair that recognizes both sequences [47]. Expression profiles measured by real time RT-PCR were determined by calculating the relative expression ratio value for each stage relative to the BV stage. Real time RT-PCR data are reported as means ± SE of three biological replicates, obtained using elongation factor 1 (VIT_06s0004g03220) for normalization.

# Supplementary material for: Selective defoliation affects plant growth, fruit transcriptional ripening program and flavonoid metabolism in grapevine
**Source:** BMC Plant Biol. 2013 Feb 22;13:30. doi: 10.1186/1471-2229-13-30
**Supplement:** Additional file 10 — List of the primers used for real time RT-PCR.

**Additional file 10.** List of the primers used for real time RT-PCR.

| <i><b>Gene-ID</b></i>                   | <i><b>Forward primer</b></i> | <i><b>Reverse primer</b></i>      |
|-----------------------------------------|------------------------------|-----------------------------------|
| VIT_02s0033g00410/<br>VIT_02s0033g00390 | 5'-GAGGGTGATTTTCCATTTGAT-3'  | 5'-CAAGAACAACCTTTTGAACCTAAACAT-3' |
| VIT_17s0000g07210                       | 5'-TCGGGAAGTAAATGAGGTTGT-3'  | 5'-TCACAAAACCTACTACACTCGC-3'      |
| VIT_18s0001g12800                       | 5'-ACCTGTAGATGGCAAGACCT-3'   | 5'-AAATCAAACCTACCAGAAAACCTT-3'    |
| VIT_15s0046g00170                       | 5'-AAGGTTATTGGGGTTGACGA-3'   | 5'-AGTTTGTCCAGAGAGTTGTCA-3'       |
| VIT_06s0004g03220                       | 5'-GAACTGGGTGCTTGATAGGC-3'   | 5'-AACCAAAATATCCGGAGTAAAAGA-3'    |

How the deposited data were processed for this re-analysis (not part of the article)

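Transcript levels were measured in pools of 30 Sangiovese berries on 24 one-colour arrays, 3 for each of the 8 groups C, PB and V at BV, EV and H, with no V samples at BV. The authors deposited a table of fluorescence intensities per probe, on a linear scale, in which the quartiles matched between arrays. A search of the paper and its supplementary files found no name for the scanning, background correction or normalization software. The deposited intensities are per probe, whereas the paper's counts are per gene. The tests had been laid out for gene-level values, and since no table used here pairs the probe identifiers with genes, they were run per probe. Of 139363 rows, 137090 held values: 117999 grapevine probes and 19091 random-sequence probes. The 2 kinds of row had been normalized together.

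The intensities were put on the log2 scale and used as they were, since the quartiles already matched between arrays. No filter was applied in the main setting. One limma model (R 4.3.3, limma 3.58.1) with a mean for each of the 8 groups was fitted to all arrays, with lmFit and eBayes without trend. A probe was called at a Benjamini-Hochberg adjusted p below 0.02 and an absolute log2 difference of at least 1. Changes over BV, EV and H were tested with the F test of the same model. Random-sequence probes were fitted separately in the same way. No 2 grapevine rows held identical values, and the highest correlation between any pair of arrays was 0.979, so all arrays were kept as separate replicates. The number of arrays limits the precision.

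The principal components came from log2 intensities centred per probe and not scaled. The position of an array between BV and H was the mean over probes of its distance from the BV mean as a percentage of the distance between the BV and H means. Positions were compared by exact permutation tests. The named probes were the 2 with the largest increase and the 2 with the largest decrease for both treatments against C at EV, among called probes whose 3 C arrays all lay on one side of the 6 others. The rule allowed 3 of each, and fewer were named because the identifiers carry no gene names. The values of genes named in the paper, and the functional categories of its gene lists, were not analysed here for the same reason.

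The alternatives set before the data were examined were median centring with MAD scaling, leaving out the lowest 25% of probes by mean log2 value (29500 probes), the paper's filter against the mean negative control (12930 probes removed), a fit of only the groups compared, the replicate number as a block, SAM with all label permutations, an adjusted p below 0.05, a minimum of 1.5-fold or none, eBayes with trend and robust estimation, other axes and scalings, and leaving out each array. Those added after seeing the data were the mean or the median log2 value of the random-sequence probes of each array as a covariate, and quantile normalization over the grapevine probes only. The median of several probes per gene, set as an alternative, was not run for lack of a gene for each probe.

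The scripts were tested on simulated data. For both treatments against C at EV, with 50 of 117999 probes changed by each of 4 amounts and noise as in the main model, the limma model recovered 82% of the probes changed by 3 on the log2 scale and called 1 unchanged probe. The model with the random-probe level recovered 34% of them and called 0 unchanged probes. For PB against C at EV, SAM recovered 18% of them and called 1 unchanged probe. When a term that follows the random-probe level was added to the simulated data, the limma model called 36339 unchanged probes and the model with that level 0. When the observed group means were simulated as true changes with no dependence on the random-probe level, the model with that level called 18585 probes. The limma model then called 42117, against 33553 in the measured data, so this simulation was easier than the data. Unchanged groups that share their C arrays were simulated from the deviations of whole arrays from their group means, with 100 draws. The arrays were drawn at random from all groups, so the shared group was on average no noisier than the others, unlike C at EV.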

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

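The tests of the random-sequence probes and of PC1 in this part, and the separate values per treatment and the size by which a constant offset was ruled against, were chosen only after the results were seen. A direct test of the difference at EV minus the difference at H called 11097 probes for PB and 1269 for V. The probes called at EV had a median log2 difference of 2.28 in PB and 2.33 in V at EV. Taken in the direction of EV, it was -0.22 in PB at H, between -0.51 and 0.05 on leaving out an array at H, and 0.52 in V, between 0.39 and 0.76. The correlation of the differences at EV and H across all probes was 0.18, with -0.25 for PB and 0.47 for V.

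The 6 C arrays at EV and H share a description in the labels that the other arrays do not have, and an offset common to these 6 arrays is a technical explanation. A constant offset would have left a difference of similar size at harvest, and the value of 0.52 against 2.33 in V argues against it as the whole cause, while a smaller constant offset stays open, since 77.3% of the probes called in V had the same sign at H. The value in PB says less, because the random-probe level of PB at H was itself raised. The test of EV minus H, in which such an offset cancels, kept 38.0% of the EV calls for PB and 5.41% for V, so an offset that differs in size between stages stays open, and in V most of the EV calls were not kept. Other splits of the arrays were tried only with the 12 arrays of each contrast fitted alone, where the real split called 2 probes for PB and 0 for V. For PB 8 of 100 splits called as many, so chance is not excluded for that fit. For V all 100 of 100 did, which a real count of 0 fixes and which decides nothing. Whether chance could give the counts of the fit of all arrays was not tested. With the random-probe level as a covariate, 4 probes were called for PB and 10 for V, so a change of the difference between EV and H rests on the fit chosen. Without C at EV replicate 1 the counts in the fit of all arrays were 4190 and 440, and without C at EV replicate 2 they were 31911 and 15230. For PB they also lay between 4270 and 6351 without C at H replicate 1, C at EV replicate 3, PB at H replicates 1 or 2 or any PB array at EV, and at 21795 without PB at H replicate 3. For V the count lay between 430 and 794 without V at H replicates 2 or 3, C at EV replicate 3, C at H replicate 1 or any V array at EV. Random-sequence probes were called by the same contrasts in 9.09% of cases for PB, where 9.40% of grapevine probes were called, and in 2.63% for V, where 1.08% were. A change of the treatment effect between stages is the biological explanation that the design names, and it stays open.

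The random-sequence probes match no grapevine gene, and the paper uses negative controls only to decide whether a gene is expressed. At EV, 4290 of the 19091 differed between the mean of both treatments and C (22.5%), against 28.4% of the grapevine probes, and 4197 of them were lower in PB and V. The same probes gave 0 calls at BV and 0 at H. Their mean log2 level was 6.73 ± 0.42 (SD, n = 3) in C at EV and 5.94 ± 0.03 (n = 6) in PB and V, a difference of 0.79 (exact permutation test, two-sided p = 0.0119, the smallest that 3 arrays against 6 allow), with the lowest C array at 6.31 above the highest other array at 6.00. A candidate explanation is a higher nonspecific signal on the C arrays at EV. Within groups, after group means were taken off, the level followed PC1 with r = -0.94. Quantile normalization over the grapevine probes only, chosen after seeing the data, left 34404 probes called at EV, so the presence of the random-sequence probes in the normalization does not account for the calls. What raised the level in these 3 arrays was not tested, and a change in the makeup of the RNA at this stage in C berries remains possible. The joint normalization ties the level to the mean of the grapevine probes, so such a change could raise it too.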

How the results depend on the processing

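The random-probe level as a covariate and the quantile normalization over grapevine probes were chosen after seeing the data, and the other alternatives before the data were examined. Among the alternatives set beforehand, apart from the shares by sign alone, the NDR share ranged from 61.8% (without C at BV replicate 3) to 92.2% (without PB at EV replicate 1). The NUR share ranged from 56.9% (fit of the groups compared) to 90.7% (without V at EV replicate 3). The positions along the axes from PB or C berries kept their direction under the alternatives run. The absence of limma calls at BV also held. With the mean or the median random-probe level as a covariate, the NDR share rested on only 3 and 5 probes. The NUR share could not be formed there, with 0 probes lower in both treatments. The log2 differences of the 4 named probes kept their direction under the alternatives run for them, and their call under those of these set beforehand. SAM and leaving out arrays of BV or H were not run for the named probes. The cause of the changes listed here was not tested.

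With only the arrays of the groups compared in the fit, the counts at EV were 6915 for PB and 6855 for V, with 5458 in common. From BV to EV they were 5533 in C, 0 in PB and 44 in V. The contrast of EV minus H called 2 probes for PB and 0 for V, and the ripening counts were 11355 in C and 14503 in V. SAM called 2 probes at BV, 3 for V at H, and from BV to EV 175 in PB and 2090 in V. At an adjusted p below 0.05, limma called 9 probes for PB at H, 49 and 488 from BV to EV in PB and V, and 23563 and 3267 in the contrast of EV minus H for PB and V. With the intensity trend and robust estimation, 32 and 249 probes were called from BV to EV in PB and V. With unit variance scaling, PC1 and PC2 held 47.0% of the variation. On the axis from C at BV to V at H, the differences from C at EV were -10.8 points for PB and -4.55 for V.

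The random-probe level as a covariate left 6 probes called for PB at EV, 3 for V, 6 for the mean of both and 3 in common. It gave 1 probe each for PB and V at H, and 74, 36 and 366 from BV to EV in C, PB and V. It also gave 4 and 10 probes in the contrast of EV minus H for PB and V, and ripening counts of 17366 in C and 9023 in PB. With the median of the random-sequence probes as the covariate these values were 6, 11, 46 and 5 at EV, 1 and 1 at H, 85, 36 and 362 from BV to EV, 5 and 30 in the contrast, and 17925 and 9437 for ripening. All 4 named probes lost their call under both covariates, with log2 differences of 1.89, 2.77, -4.76 and -3.62 under the mean level. This fit has less power, because the level separates C from PB and V at EV. Over the 33553 probes called for the mean of both treatments, the median standard error rose from 0.47 to 0.66.

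The replicate number as a block changed the counts from BV to EV to 12 in PB and 90 in V, and the count for the mean of both treatments at EV to 32227. A pairing of the arrays by number was not seen. In none of 12 pairs of groups did all 3 correlations of same-numbered arrays pass 0.1, and they ranged from -0.366 to 0.313. In the paper each pool came from a block, and low correlations do not exclude a pairing by block.

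Leaving out each array gave 10234 to 41191 probes for PB and 8689 to 39182 for V at EV, 15980 to 45413 for the mean of both, and 6961 to 35388 in common, each lowest without C at EV replicate 1 and highest without C at EV replicate 2. Without C at EV replicate 3 or any array of the treatment itself, the count at EV lay between 13853 and 16452 for PB and between 11489 and 13326 for V, and without C at EV replicate 3 it was 21565 for the mean of both. The counts at H ranged from 0 to 473 for PB, highest without PB at H replicate 3, and from 0 to 2901 for V, highest without C at H replicate 1. From BV to EV they ranged from 13873 to 43097 in C, 3 to 17 in PB and 8 to 64 in V, with 13873 in C without C at EV replicate 1, 16543 without C at BV replicate 3 and 18561 without C at EV replicate 3. The contrast of EV minus H gave 4190 to 31911 for PB and 430 to 15230 for V. Ripening counts ranged from 29384 to 54259 in C, 9558 to 24361 in PB and 4518 to 8520 in V. The lowest in PB were 9558 and 9874 without PB at H replicates 2 and 1, and the lowest in V were 4518, 5665 and 6104 without V at H replicates 3 and 2 and C at BV replicate 3. The positions ranged from -45.6 to -25.8 points for PB and from -40.3 to -20.0 for V, each nearest 0 without PB at H replicate 2.

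Median centring with MAD scaling kept the counts within 1.5 times but turned the balance of directions at EV. The mean of both treatments then had 16192 probes higher and 19363 lower, against 18886 and 14667. The precision is limited by the number of arrays and by signal over background. Between 46.6% and 66.8% of the grapevine probes on the C arrays at EV lay above the mean of the random-sequence probes, against 76.1% to 79.0% on the PB and V arrays at EV. The median over several probes of a gene, SAM for the ripening counts and for EV minus H, and the functional categories were not run.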

Differences from the paper's values

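All pairs in this part set genes, as the paper counts them, beside probes, of which there are about 3.99 per gene, so the percentages are the closer comparison. An alternative is called within the limit where its percentage of the probes tested and the paper's percentage of genes are within 1.5 times of each other. The paper's 1422 genes changed in PB at EV are 4.81% of its genes, against 25784 probes (21.9%) here. Of the alternatives set before the data were examined, only the fit of the groups compared came within the limit, with 6915 probes (5.86%), and the other 15 did not. The paper's 848 genes in V are 2.87%, against 23091 probes (19.6%), and none of the 16 alternatives came within the limit. SAM, the paper's own test, called 28440 probes for PB and 28135 for V. The paper's 753 genes in both treatments are 2.55%, against 19577 probes (16.6%), with no alternative of 19 within the limit. The paper's 669 genes in PB only (2.26%) stand against 6207 probes (5.26%) and its 95 genes in V only (0.322%) against 3514 probes (2.98%), neither recomputed under the alternatives.

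At harvest the paper lists 4 genes for PB, against 0 probes here. None of the 16 alternatives came within the limit, although an adjusted p below 0.05 called 9 probes and single arrays left out gave up to 473. Over ripening the paper reports 2470 genes in C (8.36%), against 41132 probes (34.9%), and only the fit of the groups compared, with 11355 probes (9.62%), came within the limit. The paper's 2392 genes in PB (8.10%) stand against 17659 probes (15.0%). The fit of the groups compared, with 13542 probes, and leaving out PB at BV replicates 2 or 3, PB at EV replicate 2 or PB at H replicates 1 or 2 came within it, and the other 12 did not. The covariate alternatives chosen after seeing the values gave 17366 probes in C and 9023 in PB, and how many of the paper's own genes they drop could not be counted without a gene for each probe.

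In the paper's Additional file 2, 44 of the 753 genes changed in both treatments carry the same value for PB and for V in every digit listed, and all 44 are lower in the treated berries, 36.4% of the 121 lower genes listed. None of the 632 higher genes listed there has values equal in every digit. The 2 columns are headed as separate comparisons with C, whose ratios need not be equal.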

Other observations

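The tests of background, of random-sequence calls, of PC1, of the ripening positions as a sign of C being ahead, and of the changes by harvest in PB and V, the fits of the EV arrays without a C array, and the value in V by which a constant offset was ruled against, were chosen only after the results were seen. The pattern at EV is that PB and V, with 0 of 117999 probes called between them, both differ from C. Chance regrouping of the 9 arrays at EV can be excluded, since 1 of 84 splits, the real one, gave as many calls and the next gave 2. For PB and V separately, and for BV to EV in C and V, 1 of 10 splits gave as many, and for the other comparisons of 3 arrays with 3 it was 10 of 10, and such designs cannot exclude chance. For ripening in C, PB and V it was 1 of 100 each.

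What the tables argue against for the EV pattern is a difference that lies mostly along the change from BV to H, as was set down in advance for a delay. Of the squared length of the difference, 19.7% lay along the change from BV to H in PB berries, between 11.9% and 26.0% on leaving out an array, where the change in C berries from BV to H lay 68.9% along it. Along the change from C at BV to V at H it was 0.434%. A delay of changes that come and go between BV and H need not lie along these axes and stays open. A constant offset of the C arrays is argued against as the whole cause by the value in V at harvest, 0.52 against 2.33 at EV, and a smaller one stays open. A single C array is argued against as the whole cause. In a fit of the arrays at EV alone, 30453 probes were called with all 9 arrays, and 22258, 51000 and 19336 without C at EV replicates 1, 2 and 3 in turn, where the other splits of the same 8 arrays, 28 with the real one, gave 0 calls. In the fit of all arrays the count fell from 33553 to 15980 without replicate 1. A loss of most calls had been set down in advance for such a cause, so a part of that count may rest on this array.

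A higher nonspecific background on the C arrays at EV is a candidate explanation for a part of the EV pattern. Signal added to the C arrays would by itself raise probes in C. That argues against it alone for the 18886 of 33553 called probes that were higher in PB and V. At mean log2 values of 10.6 to 15.7, 17.2% of the probes were called higher in PB and V and 6.97% lower. At 4.92 to 6.54 these shares were 1.91% and 12.6%. Whether the joint normalization lowered the brighter probes in C was not tested. The difference between C and the treated berries at EV could be predicted across probes from the slopes on the random-probe level within the BV and H groups, which hold no EV array, with r = -0.62 across probes, which are not independent replicates. In 100 shuffles of the level none was as low, though the lowest came to -0.619 and the highest to 0.547, with a median of 0.106, so the margin is thin. The slopes came mostly from H (-0.611), with -0.131 from BV. Within H, r was -0.586 from C, -0.501 from PB and -0.173 from V, each from 3 arrays. Of the squared length of the EV difference, 38.8% lay along the slope on the random-probe level. The change from BV to H in PB berries held 19.7% on the same measure. For 85.4% of the called probes, the slope on the random-probe level had the sign of C minus PB and V. Random-sequence probes were called at EV in 22.5% of cases, against 28.4% for grapevine probes, a share that a false discovery rate of 2% would not give. PC1 followed the level within groups with r = -0.94. Since both kinds of row were normalized together, a higher random-probe level went with a lower mean of the grapevine probes. These were 7.15 and 8.51 for C at EV replicate 1, and 5.94 and 8.70 for V at EV replicate 2. The link to PC1, the random-sequence calls and the covariate fit are therefore not independent of the grapevine values. A real change of the RNA in C berries could raise the level too. With the level as a covariate, 6 probes of 33553 stayed called, the median log2 difference of those called fell from 2.03 to 0.59, and 77.5% kept their direction. Whether less power alone accounts for this was not decided. When the observed means were simulated as true changes with no background term, the covariate fit still called 18585 probes and recovered 46.7% of the probes called in the measured data. This simulation was easier than the data, since it took the spread between replicates in the means as true change. In it the fit without the covariate called 42117 probes, against 33553 in the measured data, so it overstates the power of the covariate fit. The background level separates C completely from PB and V at EV, and the 3 C arrays also carry the other label set, so which of label set, RNA quality and treatment raised it cannot be told apart for these arrays.

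Changes from BV to H were less affected. With the level as a covariate, 12984 of the 16504 probes called in C, 9187 of the 19698 in PB and 11551 of the 11597 from C at BV to V at H stayed called in the same direction. The ripening change of PB at H may itself hold some background, and so may that of C, since the slopes had a correlation across probes of 0.495 with the change in PB, 0.405 with that in C and -0.003 with that from C at BV to V at H, and 28 random-sequence probes were called from BV to H in PB and 0 in C and V. On the axis from C at BV to V at H, the mean position of PB and V at EV minus that of C was -7.69 percentage points (exact permutation test, two-sided p = 0.274), so whether C was ahead in ripening cannot be told apart from no difference on this axis.

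The pattern that probes higher in PB and V at EV fell in C from BV to EV is in part given by the shared C arrays at EV. Unchanged groups gave 93.9% by sign against 99.9% observed, with a highest draw of 99.6%, so the share of it due to the design cannot be told apart. The shared group of the draws was on average less noisy than C at EV, so the simulated share may be too low. By harvest, 16.2% of them were called lower than at BV in C itself, against 6.51% of all probes, and their median change in C had gone from -2.57 at EV to -0.95. The C arrays at H also had a raised random-probe level, so this share is no clean reference. In V 4.73% were called lower at H than in C at BV, against 5.33% of all probes, so a fall by harvest was not seen there. A fall in V that came and went between EV and H would not show at these stages, and a delay in V cannot be told apart from no fall. In PB 20.3% were called lower, against 8.34% of all probes, a share near that of C, but the random-probe level of PB at H was also raised, so a delay and background cannot be told apart for PB. A treatment effect on ripening stays among the open explanations in both.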
